# A reference single-cell regulomic and transcriptomic map of cynomolgus monkeys

**DOI:** 10.1038/s41467-022-31770-x

**Published:** 2022-07-13

**Authors:** Jiao Qu, Fa Yang, Tao Zhu, Yingshuo Wang, Wen Fang, Yan Ding, Xue Zhao, Xianjia Qi, Qiangmin Xie, Ming Chen, Qiang Xu, Yicheng Xie, Yang Sun, Dijun Chen

**Keywords:** Biological models, Functional genomics, Data acquisition, RNA sequencing

## Abstract

Non-human primates are attractive laboratory animal models that accurately reflect both developmental and pathological features of humans. Here we present a compendium of cell types across multiple organs in cynomolgus monkeys (*Macaca fascicularis*) using both single-cell chromatin accessibility and RNA sequencing data. The integrated cell map enables in-depth dissection and comparison of molecular dynamics, cell-type compositions and cellular heterogeneity across multiple tissues and organs. Using single-cell transcriptomic data, we infer pseudotime cell trajectories and cell-cell communications to uncover key molecular signatures underlying their cellular processes. Furthermore, we identify various cell-specific *cis*-regulatory elements and construct organ-specific gene regulatory networks at the single-cell level. Finally, we perform comparative analyses of single-cell landscapes among mouse, monkey and human. We show that cynomolgus monkey has strikingly higher degree of similarities in terms of immune-associated gene expression patterns and cellular communications to human than mouse. Taken together, our study provides a valuable resource for non-human primate cell biology.

## Abstract (web summary)

Non-human primates are attractive laboratory animal models that can accurately reflect some developmental and pathological features of humans. Here the authors chart a reference cell map of cynomolgus monkeys using both scATAC-seq and scRNA-seq data across multiple organs, providing insights into the molecular dynamics and cellular heterogeneity of this organism.

## Introduction

Non-human primates (NHP) are phylogenetically close to humans and show various human-like characteristics, including genetics, organ development, physiological function, pathological response and biochemical metabolism. Hence NHP are extremely valuable as experimental animal models for medical research and drug development^1^. *Macaca fascicularis* (cynomolgus monkeys) are such excellent NHP models for biomedical research^2^. Since cells are the fundamental unit of all life, direct comparison of cell identities and cell-type compositions in organs with a similar function between organisms would help to transfer knowledge in primates to medical research. In this regard, it is of vital importance to understand the cellular composition and heterogeneity of organs in the primate model like cynomolgus monkeys.

Rapid advances in single-cell multi-omics technologies have enabled molecular quantification of thousands of cells at once, leading to meticulous insight into organ compositions and molecular mechanisms driving cellular heterogeneity^3^. Previous studies^4–8^ have mapped the single-cell landscapes across multiple organs in humans and mice, expanding our knowledge about the cellular heterogeneity underlying normal development and aging. Three-dimensional multicellular culture systems combined with single-cell transcriptome sequencing technology enable to chart the cellular and molecular dynamic changes during organ growth and development^9–11^. In addition, extensive efforts^10–13^ have been achieved to investigate how cells are perturbed in various disease conditions, including cancer and neurological disorders.

Mice have long been used as a representative model organism for mammalian development and physiology. Recently, extensive comparative analyses based on single-cell transcriptomics data have shown that both cell types and associated gene regulatory networks are conserved between human and mouse^4,14–23^, which provides a new perspective for disease mechanism interpretation and intervention. However, it has been widely recognized that there are significant differences between mice and humans in terms of development and physiology^24^. For example, single-cell transcriptomic analysis revealed remarkable similarities and differences in lineage marker-associated gene expression and regulatory networks during spermatogenesis^19^ and embryogenesis^21^ between human, cynomolgus, and mouse. In a recent study, comparison of cell subsets of colon neurons in the human and mouse enteric nervous system (ENS) revealed differences on the basis of transcriptional programs and neuro-immune interactions^22^. The mapped differences may reflect divergent adaptations to feeding behavior by ENS between human and mouse. Besides, although the architecture and regulatory role of the immune system is conserved between mouse and human, it is notoriously difficult to translate the immunological principles from laboratory mice to humans^2^, partially due to their basic immunological differences^25^ and/or the immunological immaturity of the laboratory mouse^26^. In short, these observed differences may limit the immediate translational value of findings from the mouse model to biomedical research.

Primate experiments are more valuable as they can better simulate human diseases and promote scientific research owing to high genetic similarity between primates and humans^27^. Although the potential importance and values of NHP models in basic research are indispensable, an organism-wide single-cell atlas is still pending for primates.

Here, we present a compendium of single-cell regulomic and transcriptomic data in cynomolgus monkeys that comprises 40 distinct cell types from 16 representative organs and tissues, greatly extending our current view^28–30^ of single-cell landscapes in this model species. This cell atlas—which we denote ‘Monkey Atlas’—represents a new resource for cynomolgus monkey cell biology.

## Results

### Mapping a cynomolgus monkey multi-organ cell atlas by multi-omic analysis

To generate a reference cell map of monkey, we performed both single-cell RNA sequencing (scRNA-seq; 10x Genomics; *n* = 174,233 cells) and scATAC-seq (10x Genomics; *n* = 66,566 cells) in 16 tissues and organs from one male or/and one female cynomolgus monkeys (Fig. 1a, Supplementary Fig. 1 and Supplementary Table 1). We integrated all of the scRNA-seq data using canonical correlation analysis (CCA)^31^ to correct for potential batch effects. Unsupervised clustering based on t-distribution stochastic neighbor embedding (t-SNE) resolved major cell types, including epithelial, ciliated epithelial, mesenchymal, immune, endothelial, spermatid, and secretory cell populations. These cells could be annotated as 40 transcriptionally distinct clusters with cluster-specific markers (Fig. 1b, c and Supplementary Table 2). Due to technical and financial constraints, not every organ was analyzed in each monkey or by both data modalities. Nevertheless, the overall gene expression patterns and cell compositions for the same organ or functional related organs (e.g., stomach, liver, spleen, and colon from the digestive system) are generally consistent (Supplementary Figs. 2, 3), highlighting the reproducibility of our data. In particular, the analysis of multiple organs from the same monkey enables us to obtain data that are controlled for uncertain effects (such as age, sex, diet, environment, and so on).

**Fig. 1:**
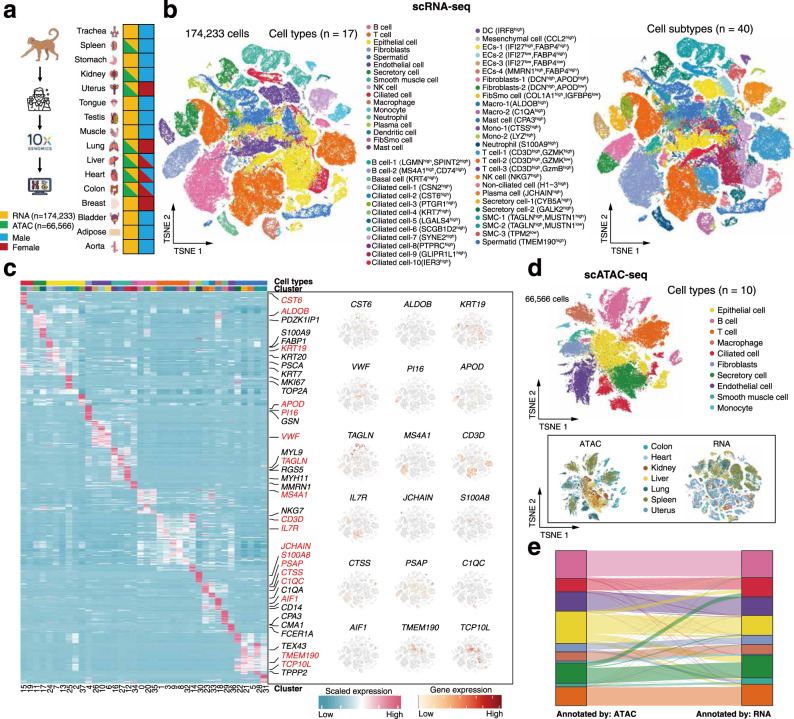
Single-cell landscapes across 16 organs in cynomolgus monkeys. **a** Schematic illustration of the workflow. Single-cell transcriptome (scRNA-seq) analysis was conducted in 16 organs and chromatin accessibility (scATAC-seq) analysis in seven organs from adult cynomolgus monkeys. **b** Cell type identification based on scRNA-seq data. In total 17 major cell types and 40 cell subtypes were identified. T-SNE visualizations of cells were colored either by the major cell types (left) or by the cell subtypes (right). **c** Heatmap showing the scaled expression levels of cell type-specific marker genes (left). Expression patterns of 18 representative marker genes are shown on the right. **d** T-SNE illustration of cell type annotation based on scATAC-seq data analysis. Ten major cell types were identified from 66,566 cells. Cells were colored by major cell types (the top panel) or by organs (bottom left) in the t-SNE plots. The bottom right t-SNE plot shows the clustering of cells based on scRNA-seq data for the seven organs with matched RNA-ATAC samples. **e** Sankey diagram showing the consistence of cell type annotations between scRNA-seq and scATAC-seq data. Only the seven organs with matched RNA-ATAC data were used for the analysis. The color code refers to (**d**).

The scATAC-seq experiment was performed in relatively few organs (*n* = 7), including liver, colon, uterus, spleen, lung, heart, and kidney. 

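The scATAC-seq data comprised 8 libraries from 7 organs, with 1 library each from colon, heart, kidney, lung, spleen and uterus and 2 libraries from liver. Colon, heart, lung, uterus and the first liver library came from the female monkey, and kidney, spleen and the second liver library from the male monkey, so that organ, animal and library cannot be separated outside the liver. In this assay, the Tn5 transposase cuts accessible DNA inside nuclei, and each fragment carries the barcode of the droplet it came from. The authors processed each library with cellranger-atac and deposited a list of peaks per library and the number of cut ends per peak and barcode, without normalization. The peaks were called separately in each library. Across the deposited barcodes, the total count in peaks was 110748462 in colon, 102697781 in lung, 92100566 in the male liver, 59616749 in spleen, 53209653 in heart, 42097173 in uterus, 40995276 in kidney and 2627231 in the female liver. The median count per barcode ranged from 633 in the female liver to 7446 in colon. For the values given with the results, barcodes with fewer than 1000 counts in peaks were left out, the likely doublets were removed from each library, and the remaining cells were clustered on the binarized peak counts after term frequency-inverse document frequency weighting. Cells are not replicates, and with 1 library per organ outside the liver no test between organs was made. Intervals given for counts and shares cover counting error only.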

To define cell types based on scATAC-seq data in these organs, we created a count matrix of fragments across the genome. We demonstrated the overall high quality of scATAC-seq data based on the enrichment analysis of accessible DNA sequences relative to the transcriptional start site (TSS) and the size distribution of unique fragments (Supplementary Fig. 4). 

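The depth differed between libraries. Colon, kidney, lung, spleen and the male liver had no barcode with fewer than 1000 counts in peaks. In heart 91.7% of the barcodes reached that minimum, in uterus 89.1% and in the female liver 34.5%, or 728 of 2110 barcodes. The median barcode had a count in 3395 peaks in colon, 3093 in the male liver, 3055 in lung, 2949 in heart, 2589 in uterus, 1764 in kidney, 1113 in spleen and 323.5 in the female liver. The enrichment at transcription start sites and the fragment sizes need the fragments themselves, which were not analysed here.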

After batch effect correction with Harmony^32^ as implemented in ArchR^33^ (Supplementary Fig. 5a), t-SNE clustering analysis of the integrated scATAC-seq data revealed ten major cell types (Fig. 1d), which were annotated based on chromatin accessibility at the promoter regions of well-characterized marker genes (Supplementary Fig. 6).

To confirm the consistency of scATAC-seq and scRNA-seq data for cell type annotation, we first performed cross-modality integration analysis in organ-matched samples between RNA and ATAC (*n* = 7 organs) using a mutual nearest neighbors (MNNs) approach (Supplementary Fig. 5b–e; see “Methods”). We then assigned the cell type of each clusters using labels annotated from scRNA-seq data and identified twelve major cell types in the RNA-ATAC integration (Supplementary Fig. 5f). All major cell types were successfully recovered except the plasma cell (Supplementary Fig. 5b, f). In this manner, cell types of ATAC clusters can be predicted from RNA clusters on the basis of cross-modality integration (Supplementary Fig. 5g). We found that cell types identified by scRNA-seq and scATAC-seq data are highly consistent (Fig. 1e), with ten ATAC clusters one-to-one linked to RNA clusters (Supplementary Fig. 5h). Collectively, the above results highlight the quality of the dataset.

### Heterogeneity and dynamics of main cell components across organs

Epithelial cells account for the largest part in the integrated transcriptomic cell map. To dissect epithelial heterogeneity, we extracted epithelial cells and performed unsupervised sub-clustering analysis (Fig. 2a). The analysis identified 14 epithelial cell clusters (E01-E14), including basal cells, secretory cells, ciliated cells and non-ciliated cells, according to the unique pattern of marker gene expression (Fig. 2a, b). As expected, secretory cells were mostly found in epidermis or parenchymatous organs such as spleen, kidney, colon and uterus (Fig. 2c). It is worth noting that there are a large proportion of ciliated epithelial cells in various tissues (Fig. 2c and Supplementary Fig. 7a, b). To explore the developmental and functional dynamics of ciliated epithelial cell subtypes, we performed pseudotime trajectory analysis using both Monocle^34^ and RNA velocity^35^ in organs with relatively more ciliated epithelial cells, including bladder, breast, kidney and uterus (Fig. 2d). We observed similar developmental trajectories of ciliated epithelial cells in the investigated organs, differentiation from a progenitor-like cell state to a mature state (Fig. 2e and Supplementary Fig. 7c), suggesting that ciliated epithelial cells may share a common differentiation trajectory in different organs. Accordingly, highly expressed genes along the pseudotime were enriched in gene ontology (GO) terms related to metabolic processes, cellular response to stimulus and defense response in a sequential manner (Fig. 2f, g). The analysis is in agreement with the knowledge that ciliated epithelial cells play an important role in cleaning pathogenic microorganisms and signal transduction^36^.

**Fig. 2:**
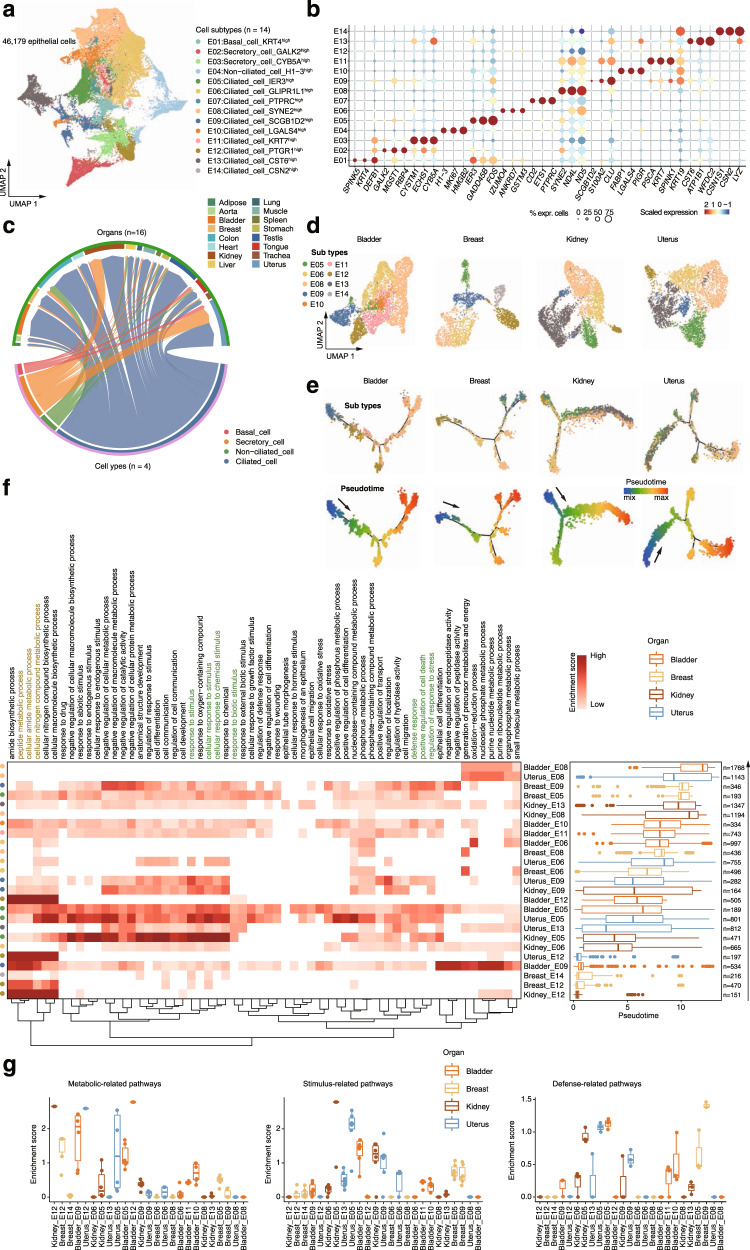
The heterogeneity and developmental state of epithelial cells. **a** Distribution of 14 epithelial cell subtypes on the UMAP. **b** Dot plot shows representative marker genes across the epithelial subtypes. The dot size is proportional to the fraction of cells which express specific genes. The color scale corresponds to the relative expression of specific genes. **c** Chord diagram showing the mapping of cells between major cell types and organs. The width of the arrow represents the proportion of cells in a given cell type. **d** UMAP showing the distribution of ciliated cell subtypes in bladder, breast, kidney and uterus. **e** Monocle2 detects semi-supervised pseudo-temporal trajectories of ciliated cell subtypes in bladder, breast, bladder and uterus. The trajectory is colored by cell subtypes (top) or pseudotime (bottom). **f** Heatmap showing the enrichment of pathways in epithelial subtypes of different organs based on GSEA analyses. Box plots show the distribution of estimated pesudotime of epithelial cells by Monocle2. The boxes indicate the 25% quantile, median (horizontal line), 75% quantile and Tukey-style whiskers (beyond the box). **g** Box plots showing the enrichment scores of metabolic-related pathways (*n* = 3), stimulus-related pathways (*n* = 4), and defense-related pathways (*n* = 3) in different epithelial subtypes of different organs. Each point indicates a specific pathway. The boxes indicate the 25% quantile, median (horizontal line), 75% quantile.

Stromal cells are an important component of body tissues^37^. In the stromal compartment, we identified 11 clusters (S01-S11) belonging to four major cell types, including endothelial cells, fibroblasts, FibSmo cells and smooth muscle cells (Fig. 3a–c and Supplementary Fig. 8a). Although these cell clusters were generally identified in all organs, the heterogeneity of stromal cells was observed in different organs (Fig. 3d, e and Supplementary Fig. 8b). Most mesenchymal cells were generated from kidney; almost all fibroblasts in testis were from S05 (DCN^high^APOD^high^ fibroblasts); there were a large number of TAGLN^high^MUSTN1^low^ smooth muscle cells in the aorta organ but few other smooth muscle cells were enriched in this organ (Fig. 3d). Considering that stromal cells have a certain differentiation potential^38^, we applied RNA velocity analysis to explore developing states of stromal cells (Fig. 3f). The results suggest that fibroblasts might have the capacity of differentiation to smooth muscle cells and endothelial cells (Fig. 3g, h and Supplementary Fig. 8c–e). GO enrichment analysis revealed that fibroblasts highly expressed genes involved in collagen metabolic or collagen catabolic processes (Fig. 3i). In fact, the cluster S06 may be response for the collagen metabolic function since cells in this cluster highly expressed collagen-associated genes (Supplementary Fig. 8f) including type I collagen genes *COL1A1* and *COL1A2* (Fig. 3b). Accordingly, gene signature scores of the collagen metabolic pathway were significantly higher (Mann–Whitney test, *p*-value < 0.05) in S06 than other cell clusters (Supplementary Fig. 8g). Furthermore, to explore the difference of the metabolic capacity of the fibroblasts cluster S06 in different organs, we analyzed the expression pattern and signature scores of genes from the collagen metabolic pathway in the 16 different organs (Supplementary Fig. 8f, h). We found that organs such as adipose, aorta, uterus, bladder, and colon showed relatively higher expression of collagen metabolic genes as well as gene signature scores than other organs, suggesting that the metabolic capacity of fibroblasts (S06) varies in different tissues. Therefore, we speculate that the high potential metabolic capacity of fibroblasts (S06) may help to synthesize and to secrete collagen.

**Fig. 3:**
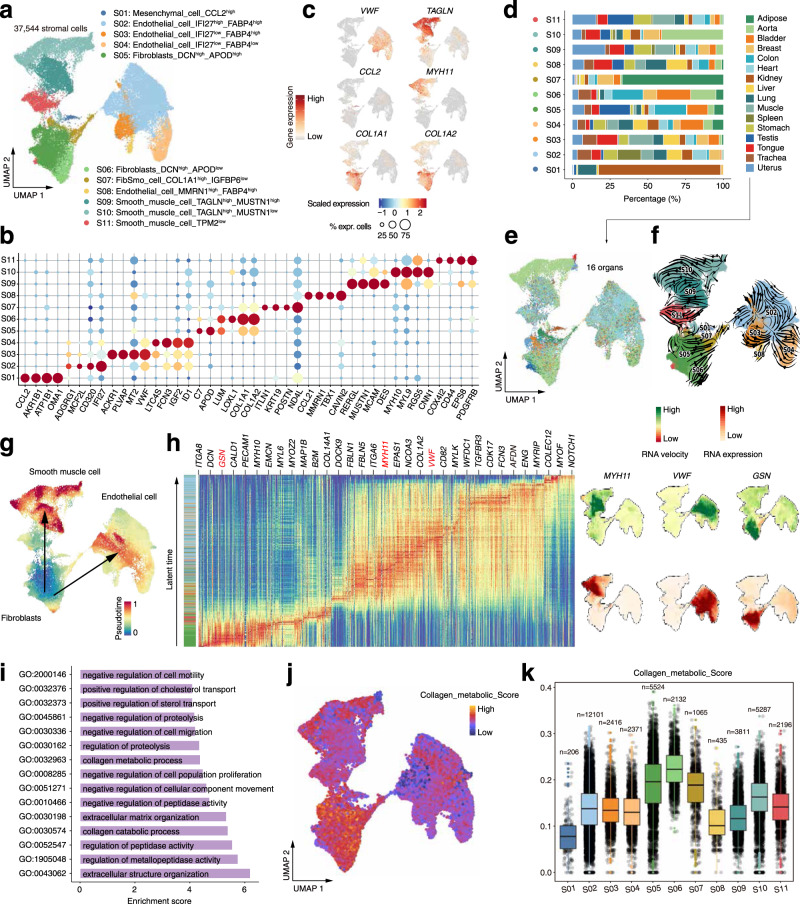
Heterogeneity of stromal cells in different organs. **a** Distribution of eleven stromal cell subtypes on the UMAP. **b** Dot plots showing representative marker genes across the stromal subtypes. Dot size is proportional to the fraction of cells expressing specific genes. Color intensity corresponds to the relative expression of specific genes. **c** Feature plot showing the expression of selected marker genes. **d** Bar plot showing the percentage of cell subtypes in each organ. **e** Distribution of stromal cells from different organs on the UMAP. **f** Unsupervised pseudotime trajectory of the subtypes (S01-S11) of stromal cells by RNA velocity analysis. Trajectory is colored by cell subtypes. The arrow indicates the direction of cell pseudo-temporal differentiation. **g** UMAPs showing the pseudotime differentiation trajectories of fibroblasts, smooth muscle cells and endothelial cells respectively. **h** Heatmap showing the scaled expression levels of cell-type-specific marker genes along the pseudotime differentiation trajectory. Examples of marker expression are shown in the right UMAPs. **i** Barplot showing the enrichment of functional pathways in fibroblasts (cluster S06). **j**, **k** UMAP plot and Box plot showing the distribution of gene signature scores estimated by UCell based on annotated genes (*n* = 24) from the collagen metabolic pathway. The boxes indicate the 25% quantile, median (horizontal line), 75% quantile and Tukey-style whiskers (beyond the box).

Immune cells are essential for maintaining body homeostasis^39^. We identified 72,284 immune-related cells from the investigated organs, including B cells, T cells, and myeloid cells. These cells were further grouped into 13 major clusters (I01-I13) based on known or novel gene signatures (Fig. 4a, b and Supplementary Fig. 9a, b). Although the annotated immune cell clusters can be found in all organs (Fig. 4c, d), the relative proportion of immune cells varied greatly in different organs. For example, we noticed that the proportion of NKT_cell_CD3D^high^_GZMK^high^_GZMB^high^ cells largely varied between muscle and other organs (Fig. 4e). We therefore analyzed the differentially expressed genes between muscle and other organs in the NKT_cell_CD3D^high^_GZMK^high^_GZMB^high^ cells. We observed that mitochondria-related genes (*ATP6*, *COX3* and *ND1*) were top differentially expressed genes in common among all the pairwise comparisons (Fig. 4f and Supplementary Fig. 9c). This suggests that the NKT_cell_CD3D^high^_GZMK^high^_GZMB^high^ cells may have an energy metabolism function^40^.

**Fig. 4:**
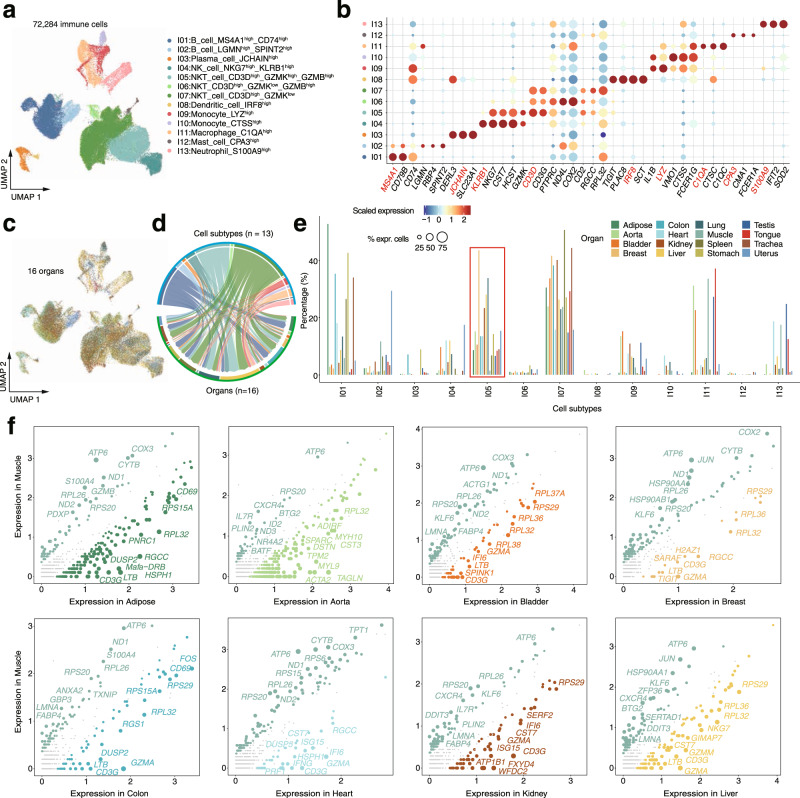
Immune cell heterogeneity in cynomolgus monkeys. **a** Distribution of 13 major immune cell types on the UMAP. **b** Dot plots shows representative top marker genes across the immune subtypes. **c** Distribution of immune cells from different organs on the UMAP. **d** Chord diagram mapping cells between cell types and organs. The width of the arrow represents the proportion of cell types. **e** Bar chart showing the proportion of cells from different organs for each cell subtype. **f** Scatter plots showing differentially expressed genes (DEGs) between muscle and other organs. Each dot represents a DEG, and its size is proportional to the fold change.

### Dynamics of cell–cell interactome

To decipher the dynamics of intercellular communications in different organs, we employed CellPhoneDB^41^ to identify potential ligand-receptor pairs among the major cell types. We observed that there are strong intercellular interactions among stromal cells, epithelial cells, and myeloid cells (Fig. 5a, b). Generally, the intensity and pattern of intercellular interactions were organ-specific (Fig. 5c). For example, the organs of tongue and uterus showed stronger cellular interactions, while intercellular interactions in testicular were weaker than other organs (Supplementary Figs. 10, 11). To chart the rewiring of molecular interactions regulating cell–cell interactions, we mapped ligand-receptor pairs in specified cell subpopulations in different organs (Fig. 5d). In brief, the “CD99-PILRA” ligand-receptor pair was specific in the interactions between stromal cells and myeloid cells, particularly in adipose, aorta, and colon. As an inhibitory receptor of immunoglobulin-like type 2 receptor (PILR), PILRA has been shown to bind to the CD99 ligand for immune regulation^42^. The “CCL4L2-VSIR” pair occurred exclusively in the interaction of myeloid cells and T cells. In contrast, the “LGALS9-CD44” pair contributed to most immune cell-related interactions. Accordingly, *CD44* plays a role in innate immunity and subsequent adaptive responses, and has extensive inflammatory and proliferative effects on a variety of cell types^43,44^. Taken together, these results reveal the potential molecular mechanisms underlying cell–cell communication in various monkey organs.

**Fig. 5:**
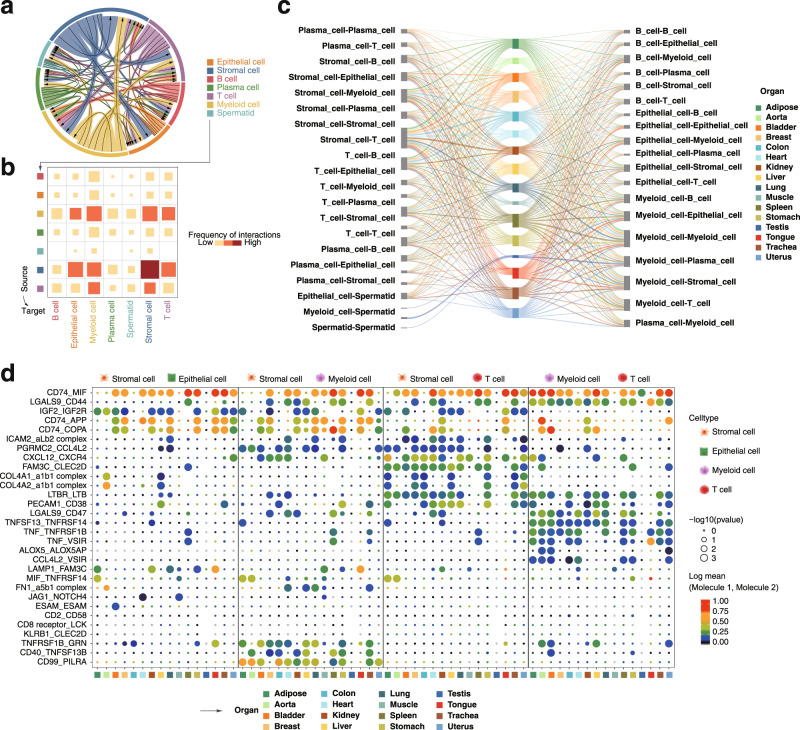
Dynamics of cell–cell communication networks. **a** Chordal diagram of the integrated cell–cell interaction network among the major cell types. **b** Heatmap showing the interaction intensity of cellular interactome from (**a**). Block sizes and colors are proportional to the interaction frequency. **c** Sankey diagram demonstrating the cell–cell interactions of different cell types in 16 organs. The thickness of lines represents the strength of cell–cell interactions. **d** Ligand–receptor interactions between selected cell subtypes in different organs. Each row represents a ligand-receptor pair, and each column defines a pair of cell–cell interaction. P-values were calculated by CellPhoneDB without multiple comparisons.

### Single-cell chromatin landscape of major organs in cynomolgus monkey

To deconstruct the gene regulation principles of complex tissues in cynomolgus monkey, we examined the single-cell chromatin accessibility landscape of major organs including colon, kidney, lung, uterus, heart, liver, and spleen by scATAC-seq. 

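The peak lists of the organs were compared by their overlap of at least 1 bp, as the share of both lists found in the other. Over the 28 pairs of libraries, this share ranged from 27.7% between the female liver and uterus to 63.5% between colon and spleen. The female and male liver libraries shared 54.9% of their peaks, which ranked 5 of the 28 pairs, below colon with spleen, lung with spleen (57.1%), kidney with the male liver (55.9%) and heart with lung (55.6%). The median over the pairs of different organs was 47.0%. Restricting each list to the 50000 peaks with the most counts moved the liver pair to rank 10, with 55.8% shared. The lists differ in length, from 37159 peaks in uterus to 165942 in the female liver, which limits how far the shares can be compared.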

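The deposited matrices held 81475 barcodes, of which 78917 had at least 1000 counts in peaks. From each library, the cells with the highest doublet scores were removed up to the square of the number of cells divided by 100000, which is the limit of the paper's doublet filter, and the scores came from simulated doublets. This removed 10243 cells and left 68674. The cells left were 16012 in spleen, 11397 in lung, 10866 in colon, 10511 in the male liver, 8779 in kidney, 5438 in uterus, 4948 in heart and 723 in the female liver. With a minimum of 2000 counts in place of 1000, 59201 cells were left when the minimum was applied before the doublet removal and 56311 when it was applied afterwards.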

In total, we generated open chromatin profiles from 66,566 individual cells after quality control. We identified 22 distinct cell clusters in the integrated cell map according to cluster-specific *cis*-elements and visualized the single-cell profiles with uniform manifold approximation and projection (UMAP) (Fig. 6a and Supplementary Fig. 12a). For example, clusters 1-4 demonstrated accessibility at *cis*-elements neighboring B cell genes, such as *CD22*, *MS4A1,* and *TNFRSF13C*, while the cluster 22 exhibited accessibility at *cis*-elements neighboring T cell genes, such as *CD3D* and *IL7R* (Supplementary Fig. 6). 

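The 68674 cells of the 8 libraries were clustered together on the 19958 regions that had a peak in every library, without removing batch effects. This gave 27 clusters of at least 50 cells at resolution 0.8, 25 at resolution 0.4 and 31 at resolution 1.2. The largest, cluster 1, had 8261 cells and the smallest, cluster 27, had 73. The files used here do not pair the peaks with genes in a genome build that was at hand, so the clusters are given by number and no cell type was assigned to them. A cluster made mostly of cells of 1 library may reflect that library and not a cell type.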

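Merging the 773526 peaks of the 8 lists wherever they overlapped by at least 1 bp gave 295418 regions. Of these, 155614, or 52.7%, had a peak in 1 library only, and 19964, or 6.76%, had a peak in all 8 libraries. The regions shared by all libraries held between 52.5% of the counts in the male liver and 84.5% in uterus. The largest number of regions found in a single library came from the female liver, with 51758, followed by kidney with 28115 and colon with 21425. Without the female liver, 245443 regions remained, and with only the peaks that had a count in at least 1% of the cells of their library, 157048.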

We detected 397,773 *cis*-elements across all cell clusters, ranging from 3,046 to 75,001 peaks in each cluster (Fig. 6b). As expected, most of *cis*-regulatory elements (CREs or ATAC peaks) were derived from promoters, intronic or distal intergenic regulatory regions. We observed that most cell clusters were organ-specific (Fig. 6c) and cluster-specific CREs exhibited organ-specific accessibility accordingly (Fig. 6d), suggesting that different cell types and organs have distinctive chromatin landscapes.

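The organ composition of the 27 joint clusters was computed from the share of each organ's cells that fell in a cluster, with both liver libraries averaged, and then scaled to 100% over the organs. In 22 of the 27 clusters, or 81.5% (exact binomial interval 61.9% to 93.7%), 1 organ made up at least 80%. These clusters held 81.0% of the cells. They comprised 4 clusters each for heart and liver, 3 each for colon, lung, spleen and uterus, and 2 for kidney. The other clusters, 4, 8, 14, 15 and 16, drew on several organs. Cluster 4, with 4339 cells, was 46.6% colon, 33.5% liver, 13.3% lung and 3.41% heart, and 6 libraries had at least 1% of their cells in it. Without the 723 cells of the female liver, the cluster sharing most of its cells was 65.2% colon and 7.08% liver. Without the male liver, the cluster matching 4 was 36.0% colon and 48.6% liver. Cluster 8 was 46.1% spleen, 34.4% liver and 15.1% heart. Cluster 14 was 48.9% colon and 40.7% lung. The liver also made up 21.3% of cluster 15 and 21.7% of cluster 16, and without the female liver 1.54% and 0.595% of the clusters matching them, which then were organ-specific for colon and lung. Without the male liver the liver shares were 35.2% and 42.7% in the clusters matching 15 and 16. The cluster matching 8 then was 63.5% spleen and 0.200% heart. The best match of 14, sharing 1038 of its 2072 cells, was 94.9% colon and 1.91% lung. With all 8 libraries, another random seed gave clusters of 85.1% spleen, of 96.4% lung and of 53.1% liver with 20.9% heart. It kept a cluster of 49.4% colon and 41.2% lung, but resolution 1.2 gave clusters of 93.1% colon and of 85.1% lung. The changes in 8, 14 and 16 therefore cannot be credited to the libraries left out alone. Clusters like 4 and 15 had liver shares of 33.6% and 21.3% with the other seed, near the main values. The clusters specific to their own organ held 97.9% of the kidney cells, 97.1% of the uterus cells and 89.6% of the heart cells, but 44.0% of the colon cells and 35.4% of the female liver cells. Counting cells without weighting the organs equally gave 24 organ-specific clusters, and requiring 90% in place of 80% gave 20. The binomial interval treats the clusters as independent draws, although they divide the same cells. As each organ outside the liver had 1 library, these shares do not separate the organ from the library. From the organ specificity of its clusters and of their regions, the paper proposes that cell types and organs have their own chromatin landscapes.

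**Figure D1:**
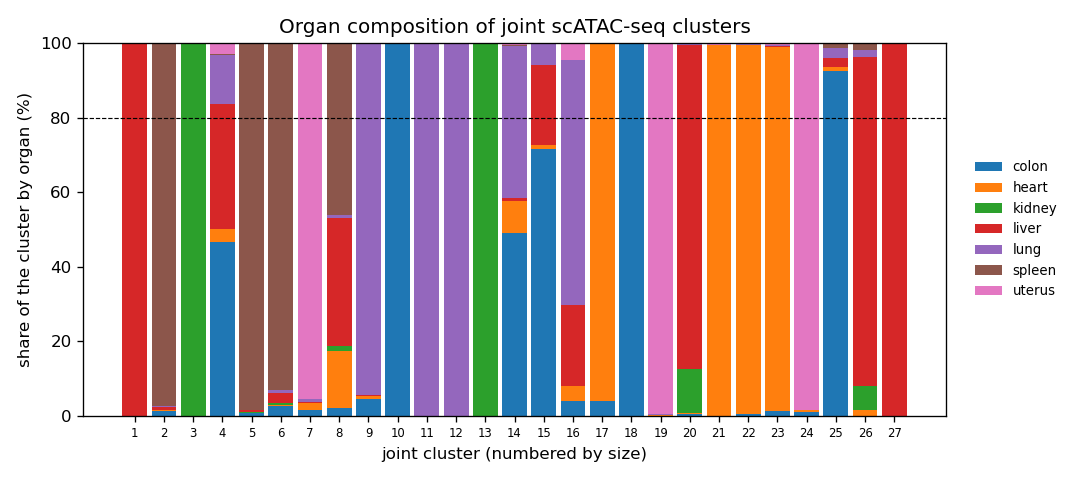
Organ composition of the joint clusters, which are numbered by size on the horizontal axis. Each bar is scaled to 100% over the organs, after dividing by each organ's number of cells, and the dashed line marks 80%, which 22 of the 27 clusters reach for 1 organ.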

**Fig. 6:**
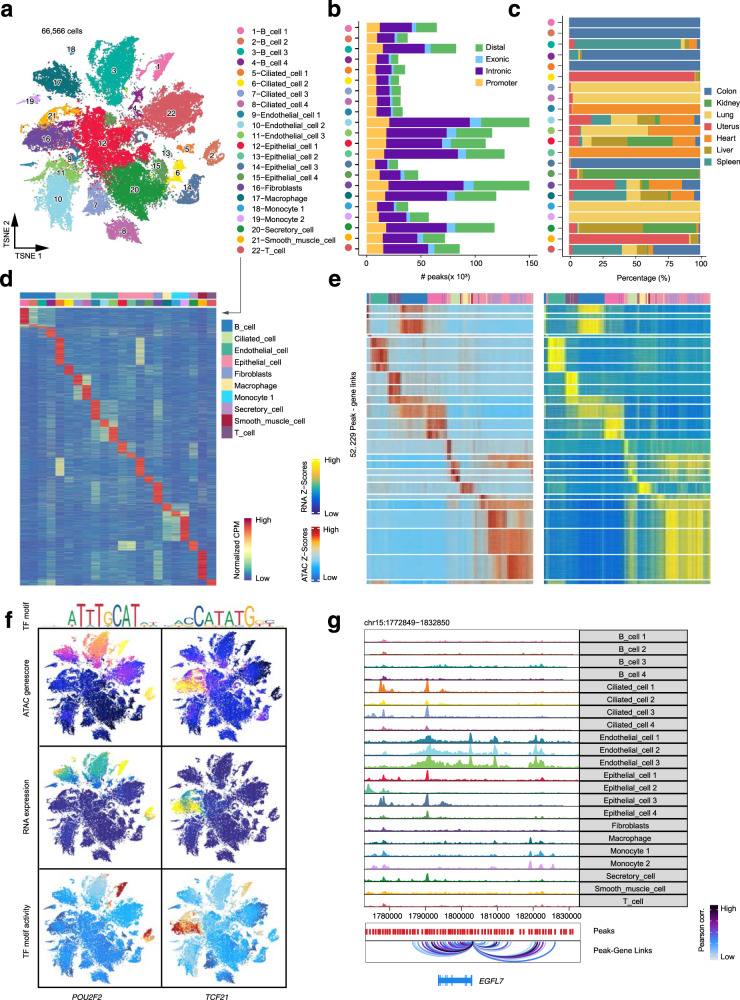
Single-cell chromatin landscape of major organs in cynomolgus monkeys. **a** scATAC-seq data analysis revealing 66,566 cells and 22 cell subtypes. Shown is the t-SNE of cells colored by cell subtypes. **b** Bar plot showing the number of reproducible peaks identified from each cluster. The peaks are classified into four categories: distal, exonic, intronic and promoter. **c** Bar plot dhowing the percentage of cell subtypes in each organ. **d** Heatmap of 80,270 marker peaks across 22 subclusters identified by bias-matched differential testing (FDR < 0.01 and log_2_FC > 3). **e** Heatmap illustrating the chromatin accessibility and gene expression of 52,229 significantly (Pearson correlation *r* > 0.45 and adjusted *p*-value < 0.1, provided by chromVAR) linked peak-gene pairs. **f** Profile of *POU2F2* and *TCF21* chromatin accessibility, gene expression (inferred from scRNA-seq) and TF motif activity. **g** Visualization of the *EGFL7* locus with the maximum number of peak-gene pairs shown by genome browser track (chr15: 1,772,849-1,832,850).

Comparison analysis of scATAC-seq and scRNA-seq data highlighted concordant patterns of chromatin accessibility and gene expression across clusters, as exemplified by marker genes (*POU2F2* and *TCF21*) in specific cell types (Fig. 6f). We also computed the transcription factor (TF) deviation score (namely motif activity) using chromVAR^45^, which measured the accessibility of TF binding “footprint” at genome-wide in each single cell. Indeed, the motif activity of *POU2F2*, a B-cell-specific TF involving in cell immune response by regulating B cell proliferation and differentiation^46,47^, was increased in the B cell cluster (Fig. 6f and Supplementary Fig. 12b). Similarly, the motif activity for *TCF21*, an essential regulator of fibroblasts in development^48^, was increased in the fibroblast cell cluster (Fig. 6f and Supplementary Fig. 12b). Furthermore, we applied Cicero^49^ to identify co-accessible *cis*-elements at genome-wide. 

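The locus shown for EGFL7 spans positions 1772849 to 1832850 on chromosome 15, and it held between 7 peaks in lung and 15 in the female liver. The peaks of the window were kept out of the clustering. Within each library, counts in the window were given per 1000000 counts in all peaks of the same cells. In lung, cluster 1 with 1731 cells had the highest value, 1434 (exact Poisson interval 1402 to 1467, computed on the number of fragments), against 336 in all other lung cells together. In the male liver, cluster 6 with 947 cells had 1278 (1222 to 1334) against 211 in the other cells. In heart, cluster 2 reached 1111 against 420, and in the female liver a cluster of 90 cells reached 873 (695 to 1082) against 82.7. The highest cluster exceeded the other cells 10.6-fold in the female liver, 7.38-fold in colon, 6.07-fold in the male liver, 4.50-fold in kidney, 4.27-fold in lung, 4.00-fold in spleen, 3.38-fold in uterus and 2.65-fold in heart, and since the cluster was chosen for its value, a fold above 1 is fixed by the choice. In kidney and both liver libraries, the highest value among the joint clusters fell in the same joint cluster, 20. In kidney this joint cluster held 118 cells and had 1243, 13.2-fold the 94.4 of the other kidney cells, whereas the kidney cluster with 4.50-fold had 615 cells. The folds also depend on how clusters of like accessibility are divided. The second highest cluster reached 1310 in lung, 685 in uterus and 481 in spleen, close to the highest, and with the joint clusters the fold was 6.48 in lung and 4.88 in uterus. To look at connections within the window, cells with a count both in the peak at its centre and in another of its peaks were compared with the number expected if the peaks were independent within each cluster at the depth of each cell. In the highest cluster of the male liver, 173 such cells and peak pairs were observed and 177 expected, a ratio of 0.980 (exact Poisson interval 0.839 to 1.14), and in its other clusters the ratio was 1.63 (1.26 to 2.08). Of the 173, 99 were with a wide peak, from 1786167 to 1801690, with 99.2 expected. As the central peak had a count in 13.9% of the 947 cells, this limits how far the ratio could rise. A cell can enter with several pairs, which the intervals treat as independent, so they may be too narrow. In kidney the ratio was 1.99 (1.14 to 3.23) against 1.56 (0.714 to 2.96). The highest kidney cluster had 405 counts per 1000000, against 1243 in the 118 kidney cells of joint cluster 20. It may mix cells with and without accessibility, which raises the ratio too. In uterus the ratio was 1.31 against 1.08, in colon 1.04 against 1.46 and in spleen 0.878 against 1.16. The intervals overlapped in each of these libraries, kidney included. In colon, spleen and uterus the other clusters include the second highest one, whose interval overlapped that of the highest, so the comparison says little there. In colon the second highest had 516 (444 to 597) and the highest 636 (574 to 701). The female liver had too few counts. In lung and heart the central peak is a single wide peak, from 1785716 to 1810228 and from 1786516 to 1805433. It had a count in 88.3% and 79.3% of the cells of the highest cluster, which leaves the ratio little room above 1, so it is not given for them. The co-accessibility scores of Cicero were not computed.

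**Figure D2:**
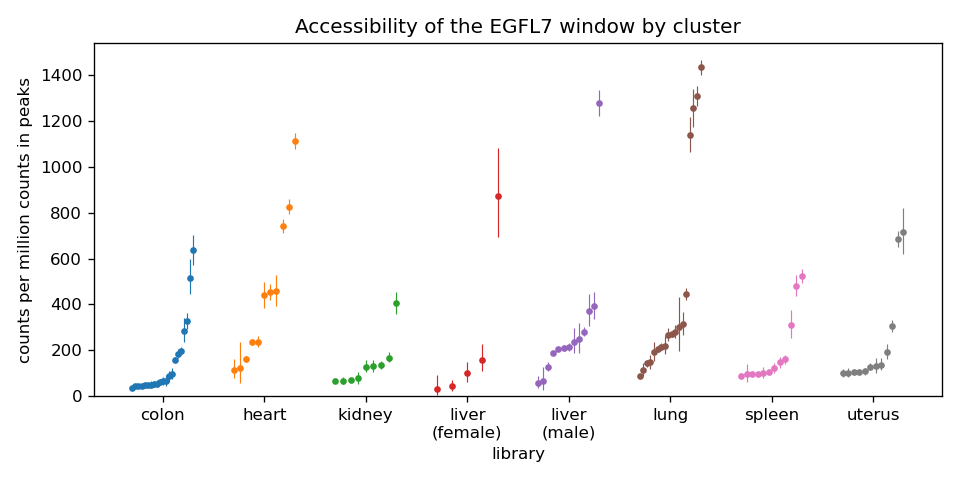
Counts in the EGFL7 window per 1000000 counts in peaks (vertical axis) in each cluster of each library (horizontal axis). Points are clusters of at least 50 cells, ordered by value within a library, and bars are exact Poisson intervals of 95% on the number of fragments. The highest lung cluster lies at 1434 and the highest male liver cluster at 1278.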

As exemplified at the gene locus of *EGFL7*, we observed increased enhancer-promoter connections in the endothelial cell cluster at its promoter (Fig. 6g). The result is consistent with the role of *EGFL7* as an endothelium-specific secreted factor mostly produced by blood vessel endothelial cells during development^50–52^.

To explore the gene regulatory programs in a specific organ, we integrated the gene accessibility and gene expression data in colon using ArchR^33^. Based on the integration, cell type annotations from scRNA-seq were transferred to scATAC-seq using the latent semantic analysis (LSI) (Fig. 7a–c). Therefore, nine cell types were predicted with a high accuracy in scATAC-seq data (Fig. 7c and Supplementary Fig. 13a, b). 

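The colon library had 12404 barcodes, all above 1000 counts in peaks, and 10866 cells after doublet removal. Clustered on its own peaks alone, it gave 21 clusters, the largest with 1469 cells and the smallest with 132. At resolution 0.4 there were 16 clusters and at resolution 1.2 there were 27. These are unnamed clusters of accessibility, whereas the paper transferred the cell types from scRNA-seq data that were not analysed here.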

Two rare cell types, monocyte and cycling B cells, were found in RNA clusters but not in ATAC clusters. This discrepancy might be due to the integration algorithm not sensitive enough to rare cells or cells with close states. We observed that most of ATAC peaks (CREs) demonstrated differential accessibility among cell clusters (Supplementary Fig. 13c), confirming distinctive chromatin landscapes in different cell types. 

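How far colon peaks differed between the 21 clusters was measured over the 64863 peaks with at least 200 counts. For each peak, the cluster with the highest accessibility was chosen in a random part of the cells, and its accessibility was compared with that of all other clusters in the cells held out. The log2 fold so obtained had a median of 1.94, with quartiles of 0.94 and 2.82. The clusters were found on all cells, so holding cells out removes the bias of choosing a cluster but not that of clustering. Clusters and folds came from the same library, so that the folds describe these cells only and no test was made.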

The identities of cell clusters were determined according to the gene-activity score of known cell-specific markers (Fig. 7d). For example, the TF HNF4A is a crucial regulator for enterocyte cell identity^53,54^. Motif analysis revealed that different TF binding motifs showed different degree of enrichment among cell clusters, with the motif enrichment of HNF4A and HNF4G showing the largest variance (Supplementary Fig. 13d, e).

**Fig. 7:**
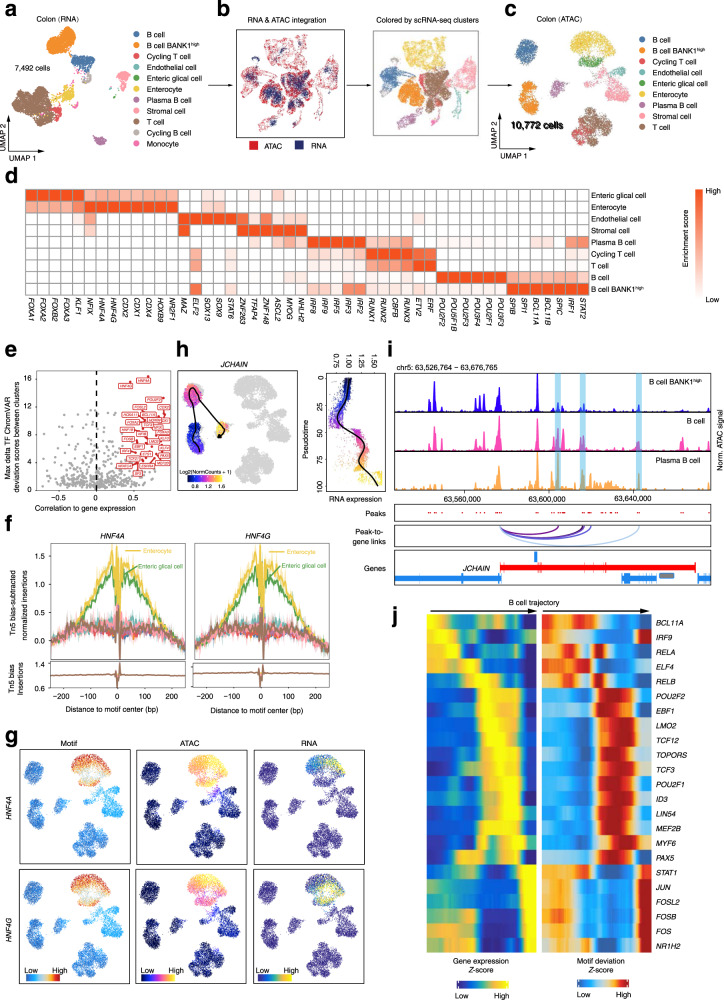
Integrative analysis of scRNA-seq and scATAC-seq data in colon. **a** UMAP plot showing the cell types identified by scRNA-seq data in colon. **b** UMAP plot showing the joint clustering of scRNA-seq (blue) and scATAC-seq (red) data in colon. Cells in the right UMAP are colored based on cell types annotated by scRNA-seq data. **c** UMAP plot showing the colon scATAC-seq cell types, which are inferred by scRNA-seq data. Note that cycling B cell and monocyte are not captured in scATAC-seq assay. **d** The heatmap showing the enrichment of the TF motif in cell-type-specific peaks. **e** Dot plot showing the identification of positive TF regulators through correlation of chromVAR TF deviation scores and gene expression in cell groups (Pearson correlation r >  0.5, adjusted *p*-value < 0.01 and deviation difference in the top 25th percentile). **f** TF footprint for the HNF4A and HNF4G motif with the subtracting the Tn5 bias normalization method. **g** Profile of the *HNF4A* and *HNF4G* gene chromatin accessibility, gene expression (inferred from scRNA-seq), and TF motif activity. **h** The dynamic of chromatin accessibility (left) and gene expression (right) of the *JCHAIN* gene along the B cell pseudo-time trajectory. **i** Genome track visualization of the *JCHAIN* locus (chr5: 63,526,764–63,676,765). Inferred peak-to-gene links for distal regulatory elements are shown below. **j** Heatmap showing the positive TF regulators for which gene expression is positively correlated with TF deviation (inferred by chromVAR) across the B cell trajectory.

CREs and TFs make up the regulatory logic determining the cell state transition^55,56^. To study CREs for cell type-specific transcriptional programs, we identified a total of 44,156 CRE-gene pairs (peak-to-gene links) in the ATAC-RNA integration cell clusters (Supplementary Fig. 13f). Similar to the observation of cell-specific CREs (Supplementary Fig. 13c), 36% of the identified CRE-gene pairs were also specific to a particular cell type (Supplementary Fig. 14a). Interestingly, we found that CRE-target genes significantly (hypergeometric test, *p*-value < 0.001) overlapped with the differentially expressed genes (DEGs) in each cell type (Supplementary Fig. 14b), supporting the notion that CREs regulate the transcription of target genes. In general, CREs regulated multiple genes, and the number of CREs per target gene was positively corrected with the CRE-gene association especially for local associations (Supplementary Fig. 14c–e). These observations suggest that organ development is subjected to complex regulation via multiple CREs, in line with recent studies^57,58^.

Next, we correlated the motif activity with the expression level of corresponding TFs to systematically deduce either positive or negative TFs controlling colon development based on whether TF expression was positively or negatively correlated with their motif enrichment. Top 30 representative activators were highlighted in Fig. 7e, including cell identities such as *HNF4A*, *HNF4G* and *CDX2* for enterocyte cells (Fig. 7f), *POU2F2* and *BCL11A* for B cells, and pioneer factors *FOXA2*, *FOXA3* and *KLF4*^59^ that play crucial roles in cell fate specification. Generally, the expression of these factors was closely correlated with the accessibility of open chromatin regions and their binding motif enrichment (Fig. 7g and Supplementary Fig. 15).

Furthermore, we sought to demonstrate the power of scATAC-seq data for reconstructing cellular developmental trajectories in colon—the analysis would allow to identify key regulators for organ development at a cell-type level. We focused on the three B cell-related clusters for trajectory analysis since the B-cell developmental trajectory is a well-defined differential programme in other model species^60–63^ that could be used to compare regulatory mechanisms found in monkey. We set the B cell cluster highly expressing *BCL11A* as the start of the trajectory because *BCL11A* has been implicated in early B lymphopoiesis^60,64–66^ (Fig. 7h). We analyzed the dynamics of gene scores and expression, CRE accessibility as well as TF motif enrichment across the differentiation trajectory (Supplementary Fig. 13g). For example, we observed coordinated sequential activation of *JCHAIN* based on both the gene score and gene expression across the trajectory (Fig. 7h). 

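The locus shown for JCHAIN spans positions 63526764 to 63676765 on chromosome 5 and held 18 peaks in colon, with 20484 counts over 10866 cells. The 2 peaks with the most counts lay at 63574358 to 63577617, with 5296 counts, and at 63593717 to 63595654, with 4863. Both sites also had a peak in every other library, and in uterus they were the only 2 peaks of the window. The peak nearest the centre of the window, at 63602086 to 63602639, had 276 counts. The values of the window are therefore not specific to JCHAIN. The peaks of the window were kept out of the clustering. Per 1000000 counts in all peaks, the window had 377 counts in colon cluster 1 (exact Poisson interval 364 to 389, computed on the number of fragments), 374 in cluster 12 (348 to 402), 339 in cluster 4 (322 to 356) and 288 in cluster 5 (272 to 306). Cluster 21, with 132 cells, followed at 231. The median over the 21 clusters was 136 and the lowest value 94.1. Clusters 1 and 12 could not be told apart at this depth, and the intervals of clusters 12 and 4 overlapped. No cell types or states were assigned to these clusters, so their values were not placed in an order along a trajectory.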

Consistently, the CRE accessibility in the promoter and distal enhancers of *JCHAIN* gradually increased from the early to the intermediate and then to the effector states (Fig. 7i). To identify positive TF regulators driving B-cell differentiation, we integrated motif accessibility with similarly dynamic gene scores or gene expression patterns across the trajectory. We found that *BCL11A*, *IRF9*, *PAX5*, *EBF1*, *POU2F2* and *FOS*, factors that are critical for B cell lineage specification^47,60,67^, showed sequential activities (Fig. 7j).

Overall, our scATAC-seq data provide a rich resource for unbiased discovery of cell types and regulatory DNA elements in cynomolgus monkey.

### Cell-type-specific- and organ-specific transcriptional gene regulatory networks

To infer cell-type and organ-specific transcriptional regulatory networks in a systemic manner, we applied SCENIC^4^ to identify TF regulons based on co-expression and motif enrichment. We identified several TF regulon modules that were active in either cell-type (*n* = 8; Supplementary Fig. 16a, b) or organ-specific manners (*n* = 6; Fig. 8a, b). Subsequently, we analyzed representative TF regulons across different cell types (*n* = 7; Supplementary Figs. 16c, 18) or different organs (*n* = 16; Fig. 8c and Supplementary Fig. 17). The identified TF regulons were highly cell-type or organ-specific based on regulon activity scores (Fig. 8d and Supplementary Fig. 16d). Finally, the representative TF regulons and their associated target genes were organized into cell-type-specific or organ-specific gene regulatory networks (Fig. 8e and Supplementary Fig. 16e).

**Fig. 8:**
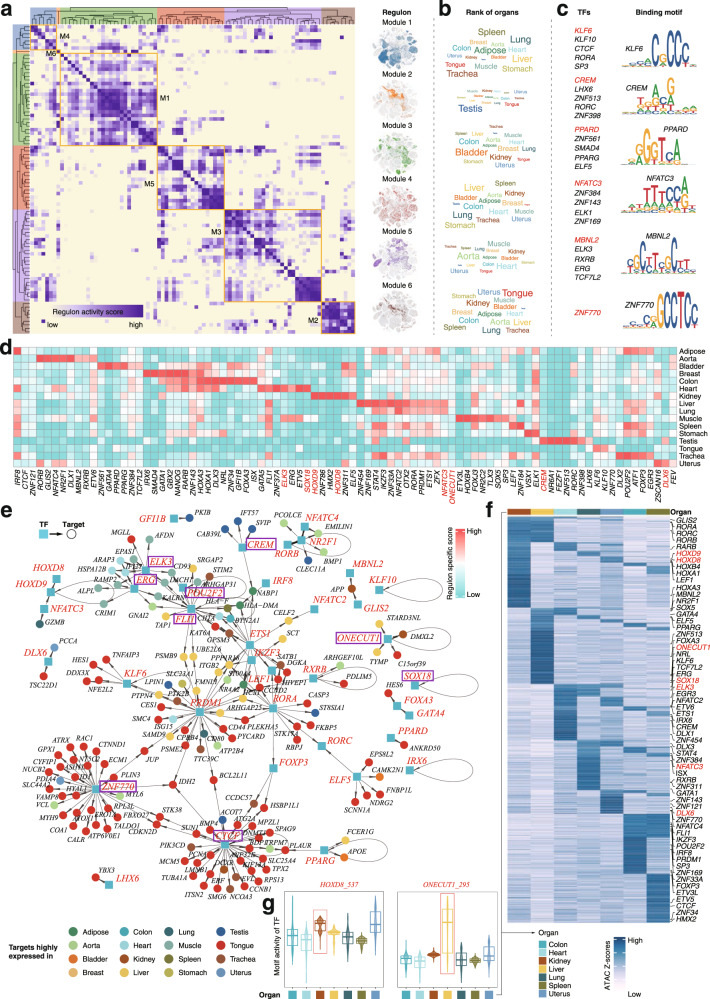
Organ-specific transcriptional regulatory networks. **a** Identification of regulon modules using SCENIC. Heatmap (left) shows the similarity of different regulons (*n* = 87) based on the AUCell score. Eight regulon modules were identified based on regulon similarity. UMAPs (right) illustrate the average AUCell score distribution for different regulon modules (in different colors). **b** Wordcloud plots showing enrichment of organs in different regulon modules. **c** Representative transcription factors (TFs) and corresponding TF binding motifs in different regulon modules. **d** Heatmap showing TFs enriched in different organs. Color depth represents the level of regulon-specific scores. **e** Integrated gene-regulatory networks of the regulons. Regulon-associated TFs are highlighted in blue rectangles and target genes in circles. Target genes (in circles) are colored according to their highly expressed organs. **f** Heatmap showing gene-activity scores of marker genes in the indicated organs. **g** Violin plots showing motif activity (measured by TF chromVAR deviations) of TF regulons highlighted in (**f**). Box plots indicate the median (horizontal line), second to third quartiles (box).

In the cell-type-specific gene regulatory networks, we observed that *CREM* specifically controlled proliferation-related target genes such as *DAZL* and *HEY2* in spermatid cells^68^. Immune-related TFs such as *IRF2*, *FLI1* and *IK2F3* were shown to regulate immune cell identity genes such as *S100A4* and *CD48*^69–71^. *FEV*, a known TF that regulates the development of hematopoietic stem cells^72^, extensively link to target genes actively expressed in immune cells and epithelial cells (Supplementary Fig. 16e).

In the organ-specific gene regulatory networks, we found that target genes of *ZNF770* and *CTCF* were specifically expressed in tongue. The spermatid cell-specific TF regulon CREM regulated genes actively expressed in testis, consistent with its role in spermatid development^68^. ETS-factors (ELK3, ERG, and FLI1) together with pre-/immature-B TFs (POU2F2) positively regulated genes showed elevated activity in heart and muscle^73,74^ (Fig. 8e).

To further confirm the unbiased inference of organ-specific TF regulons based on scRNA-seq data (Fig. 8d), we validated the organ-specific TF regulons using organ-matched scATAC-seq data. Chromatin accessibility were measured at *cis*-elements containing a specific TF binding motif using chromVAR^45^ and accessibility changes were analyzed in binding sites for the above-identified organ-specific TFs (denoted as TF deviation scores). In general, TF deviation scores showed similar organ-specific patterns to regulon activity scores (Fig. 8f). For example, the HOXD8 regulon was kidney-specific and the TF deviation scores of HOXD8 showed relatively high levels in kidney (Fig. 8g). Interestingly, the CRE accessibility and the expression level of the gene *HOXD8* itself exclusively increased in kidney (Supplementary Fig. 19a, b). These observations indicate that *HOXD8* may be important for regulating the kidney function. Supporting this line of notion, the defection of *HOXD8* is reminiscent of polycystic kidney disease in mouse^75^. We also observed that both the regulon activity and the TF deviation scores of ONECUT1 were liver-specific (Fig. 8g). *ONECUT1* has been shown to play an important role in liver development and was tightly linked to hepatic TF networks that include FOXA3^76–78^. These analyses emphasize the unbiased prediction of organ-specific gene regulatory networks at the single-cell level.

### Comparison of cell landscapes among human, mouse and cynomolgus monkey

The cynomolgus monkey cell landscape offers the opportunity to compare the cellular components and transcriptomic dynamics across species with similar organ compositions. Here we integrated scRNA-seq data from the non-human primate cynomolgus monkey (by our study), human^4^ and mouse^6^ with matched organs/tissues using orthologous genes for cross-species analysis (Fig. 9a and Supplementary Fig. 20a, b). The integrated cell map consists of 338,932 cells (Fig. 9b), which were grouped into 15 major cell types (Fig. 9c). While the proportions of non-immune cell types were generally stable in the three species, the compositions of certain types of immune cells largely varied among the species (Fig. 9d). In particular, monocytes were rare cells but exclusively detected in monkey. We could rule out the potential bias due to cross-species integration analysis by checking the cell-type annotation in the original cell maps (without integration) of each species (Supplementary Fig. 21 and Supplementary Fig. 22). Instead, the discrepancy might be related to a bias using different platforms to capture rare cell types or selecting sample parts for sequencing. Nevertheless, the expression patterns of representative marker genes and transcriptomic similarity of cell types were overall consistent across species (Fig. 9e, f and Supplementary Fig. 20c, d). Indeed, the gene expression patterns of the major cell types were conserved in all three species, including immune, stromal and epithelial cells (Fig. 9g). This observation is consistent with previous single-cell comparative analyses^4,16–18^. As expected, monkey and human showed significantly higher (Mann–Whitney test, *p*-value < 0.001) cell-type similarity in terms of orthologous gene expression than other comparisons (Fig. 9h). Intriguingly, immune-related cell types (such as macrophages, B cells and plasma cells) showed higher similarities of gene expression between human and monkey than non-immune cells (such as ciliated and epithelial cells). In contrast, stromal cells (including fibroblasts and FibSmo cells) demonstrated the highest similarities in human-mouse and monkey-mouse comparisons (Fig. 9h and Supplementary Fig. 20g). These findings indicate that monkeys share overall highly similar transcriptional programs in the immune system with human, and thus may provide an ideal benchmark for investigating the immune response to diseases such as cancer^79^ and the current coronavirus disease 2019 (COVID-19)^80–86^.

**Fig. 9:**
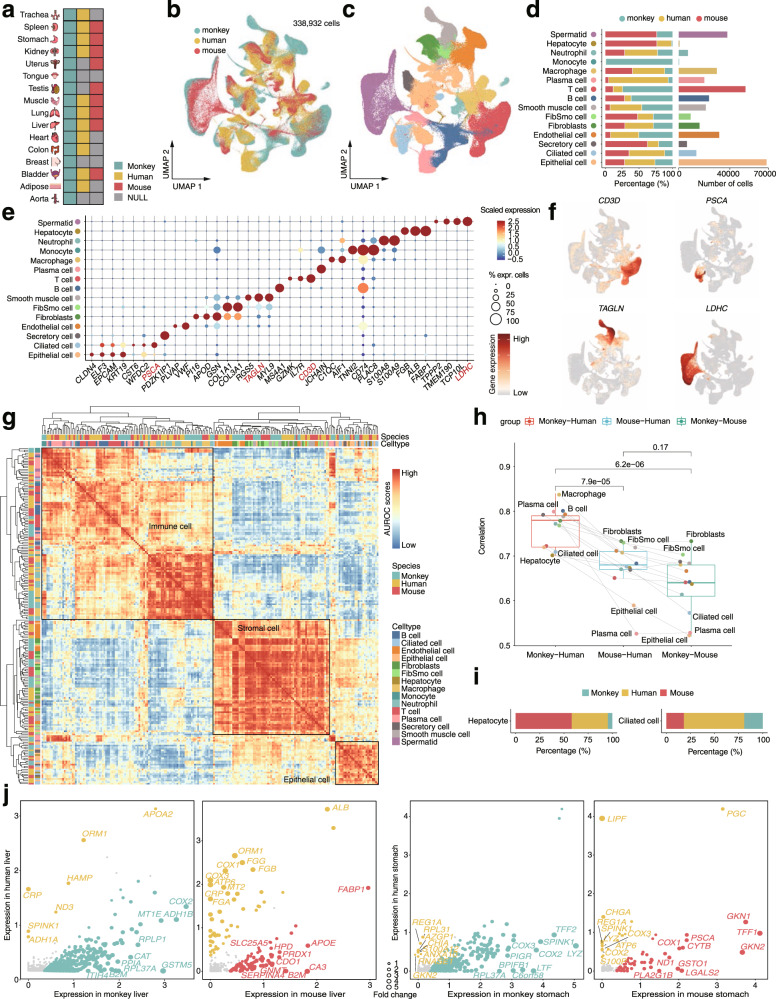
Comparison of single-cell landscapes in human, mouse and cynomolgus monkey. **a** Integration of scRNA-seq data for 16 organs from cynomolgus monkey, eleven organs from human, and nine organs from mouse. **b** UMAP showing the distribution of cells from cynomolgus monkey, human and mouse. **c** UMAP illustrating the distribution of annotated 15 major cell types. **d** Bar plot showing the percentage of cells from the three species (left) and the number of cells in each cell type (right). **e** Dot plot showing representative marker genes of different cell types. Dot size is proportional to the fraction of cells expressing specific genes. Color intensity corresponds to the relative expression of specific genes. **f** Feature Plot showing the expression of selected marker genes. **g** Correlation of orthologous gene expression between human, mouse and monkey pseudo-cell types (*n* = 212) based on the AUROC scores. The AUROC scores were calculated by MetaNeighbor to measure the similarity of different cell types. The clustered heatmap was plotted using the ‘pheatmap’ function in R, where the complete linkage method was used for hierarchical clustering. **h** Box plots showing the Spearman correlation of average gene expression between two different species using top 20 marker genes in a specific cell type. Each dot represents a major cell type (*n* = 13). Statistical significance of difference between comparisons was calculated by the two-sided Mann–Whitney *U* test. The boxes indicate the 25% quantile, median (horizontal line), 75% quantile. **i** The proportion of hepatocytes in liver (left) and ciliated cells in stomach (right). **j** Scatter plots showing a pairwise comparison of gene expression across species in a specific organ. Left two scatter plots are for comparisons of hepatocyte cells in liver and right for comparisons of ciliated cells in stomach. Differentially expressed genes (DEGs) are highlighted and representative DEGs are labeled. The size of dots is proportional to the fold change for a specific gene.

Next, we investigated the transcriptomic dynamics of the same cell types between monkey and other species, with a specific focus on varying cell types in compositions across species. Particularly, hepatocytes and ciliated cells showed the lowest similarity between human and monkey (Fig. 9h and Supplementary Fig. 20c, d) and were mainly enriched in the monkey organs of liver and stomach, respectively (Supplementary Fig. 20e, f). However, compared to human and mouse, both cell types were underrepresented in monkey (Fig. 9i). Therefore, hepatocytes and ciliated cells were two representative cell types that largely different between monkey and human or mouse. We performed pairwise comparison of gene expression in liver for hepatocytes and in stomach for ciliated cells (Fig. 9j). In the differential analysis of gastric ciliary cells between human and monkey, we found that *LYZ* was highly expressed in monkey^87^. As *LYZ* has a dual role of immune defense and digestive function^88^, this observation may highlight that monkey has enhanced function of immune response and digestive system. As a gastric lipase, *LIPF* is expressed in human chief cells and promotes lipid metabolism^89^ and it may help for the fat digestion processes occurring in human. *ORM1*, as an acute-phase protein, was highly specifically expressed in human hepatocytes and had a certain promoting effect on liver regeneration^90^, which might provide a potentially therapeutic target in hepatopathy.

Finally, we explored conserved and divergent patterns of cell–cell communications among the three species. We performed intercellular ligand-receptor interaction analyses between each pair of cell types in each organ using CellPhoneDB^41^. The number of significant cell–cell interactions were counted in each species and then scaled to the range between 0 and 1 for inter-species comparison (Fig. 10a). Interestingly, the frequency of intercellular interactions was positively correlated between different species (Fig. 10b), suggesting that these species generally share common intercellular signaling pathways mediating cell–cell communications. The overall intercellular interaction pattern was more similar, albeit slightly, between human and monkey than that between human and mouse (Spearman correlations 0.30 versus 0.27; Fig. 10b). Indeed, the interaction intensities of immune-related cell–cell interactome and the corresponding top ligand-receptor pairs were more consistent between human and monkey in the investigated organs such as kidney and spleen (Fig. 10c, d). In contrast, intercellular interactions among non-immune cells preferred to be more consistent between monkey and mouse (Supplementary Fig. 23).

**Fig. 10:**
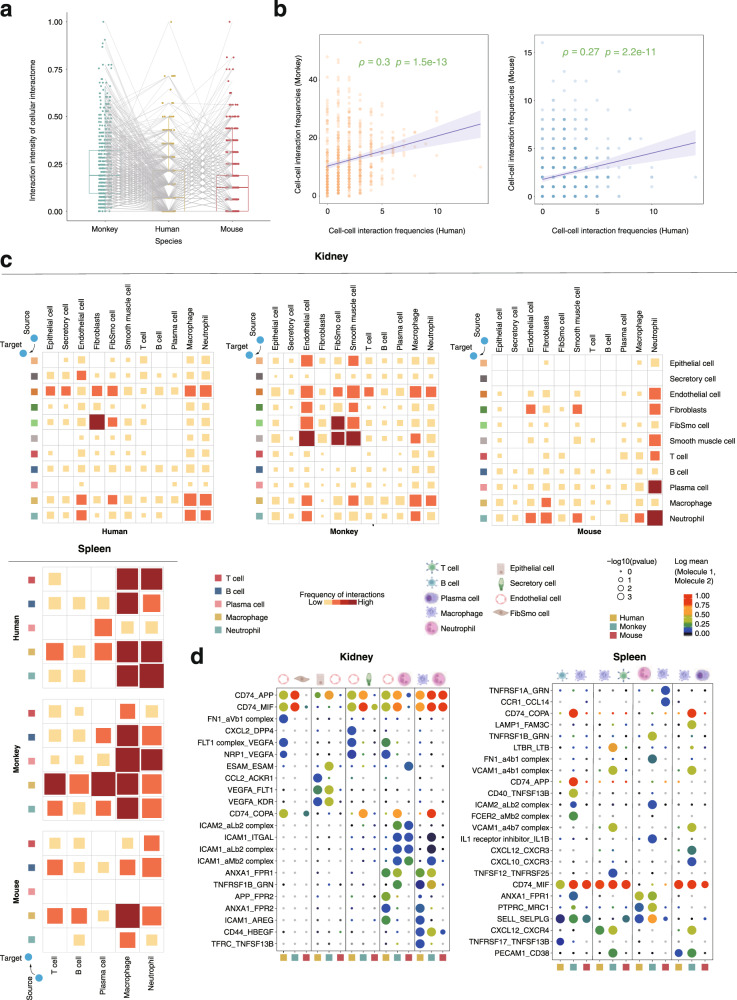
Conserved and divergent cell–cell interactions in human, mouse and cynomolgus monkey. **a** Box plot indicating the relative frequency of cell–cell interactions among human, monkey and mouse. Each point denotes a specific intercellular interaction in a specific organ. The number of significant cell–cell interactions are scaled to a range from 0 and 1 for inter-species comparison. **b** Scatter plots show the Spearman’s rank correlation of cell–cell interaction frequencies between human and monkey (left) or between human and mouse (right). *P*-values are provided (two-sided Spearman’s correlation test). The fitted line and standard errors with 95% confidence intervals are shown. **c** The heatmaps showing the strength of interactions among the common major cell types in kidney and spleen in the three species. The size and color of the blocks are proportional to the frequency of interactions. *P*-values were calculated by CellPhoneDB without multiple comparisons. **d** Dot plot of interactions between major cell subtypes in kidneys and spleens of different species. Each row represents a ligand-receptor pair, and each column defines a cell–cell interaction pair in a species.

## Discussion

Non-human primates (NHP) are similar to humans in terms of anatomy, physiology and biochemical metabolism. Cynomolgus monkeys, a well-established laboratory animal model, have outstanding contributions to the scientific field^91^. Although several single-cell transcriptomic atlases have recently been established in cynomolgus monkeys based on a few organs (including ovary, lung, heart and artery)^28–30^, an organism-wide single-cell map is still lacking in this model species. Here, we charted a reference cell map of cynomolgus monkeys (named ‘Monkey Atlas’) using both scATAC-seq and scRNA-seq data across multiple organs, allowing deeper insights into the molecular dynamics and cellular heterogeneity of the cynomolgus monkeys organism.

As a proof of concept, we have performed various analyses based on the Monkey Atlas to show its wide uses, including the discovery of new putative cell types, the identification of key regulators in organ specification, and the ability to compare cell types across organs and species. For instance, our data demonstrated that ciliated cells present in various organs of cynomolgus monkeys and the different ciliated cell subpopulations showed various functions related to metabolic process, signal transduction, and cellular response to stimulus (Fig. 2). This observation somehow expands our notion that ciliated cells are generally found in respiratory system^92^ with vital role in cleaning pathogenic microorganisms and signal transduction^36^. We also predicted key regulatory factors controlling gene expression patterns of different cell types. Consistent with previous studies^93–95^, SPIB, POU2F2, SPI1, CEBPD and IRF4 were key regulators in myeloid cells and the motifs of these TFs were overrepresented in Monocytes_IL1B^high^ cells than other cells in the SCENIC analysis. In addition to the discovery of known immune-related TFs regulating S100A4 and CD48, we also found FEV, a known TF that regulates the function of hematopoietic stem cells^72^, has shown extensive regulation of other TFs in immune cells and epithelial cells in our study.

Recently, comprehensive reference cell maps across organs have been established in human^4,5^ and mouse^6,96^. Although the Monkey Atlas did not provide exhaustive characterization of all organs in cynomolgus monkeys, it does offer a rich dataset of the most populously studied organs in biology. In this regard, we performed cross-species integration analysis of cell maps to explore the molecular and cellular differences among the three species (human, cynomolgus monkeys and mouse) with comprehensive single-cell data. We noticed that cynomolgus monkeys and human both have abundant immune cells and epithelial cells and a comparative composition of cell types in matched organs. This indicates that cynomolgus monkeys are ideal models to study complex diseases. The differences in cell compositions and gene expression of human, mouse and monkey cells may provide scientists with a guide basis for selecting experimental animals.

Although we have provided relatively rich single-cell multi-omics data in cynomolgus monkey, there are still several limitations of the current study. First, only one male and one female monkeys were included in the analysis. It is therefore challenging to explore genes with sex-biased expression and other sex-related differences in our analysis. Second, the majority of the samples were taken from a single individual monkey. We cannot assess the impact of substantial cellular heterogeneity within the same organ or tissue. Nevertheless, there is a good match of expression patterns and cell compositions between male and female monkeys in the organs of liver, heart and colon. Third, there are still many functionally important organs or tissues (such as ovary, pancreas, and cerebellum) that have not yet been included in our study due to limited resources. In addition, some scRNA-seq samples do not have matched scATAC-seq data, which may restrict unbiased exploration of DNA regulatory elements in specific organs.

During the revision of our manuscript, we acknowledge that a very recent study by Han et al. provided a large-scale cell transcriptomic atlas in cynomolgus monkeys^97^. Both this study and ours bear striking similarities in terms of investigated organs/tissues and annotated cell components. Regardless of the differences of analytical focuses between the two studies, there are at least three aspects to demonstrate that the two studies are complementary to each other. First, although Han et al. included more tissue samples (n = 45), there are some organs / tissues (including breast and muscle) not covered but included in our data. Second, Han et al. mainly adopted single-nucleus RNA sequencing (snRNA-seq) to profile frozen tissues. However, nuclei have lower amounts of mRNA and less complexity of cell types compared to cells^98^. In contrast, our scRNA-seq data generated from fresh tissues provide more information including both cytoplasmic and nuclear transcripts, allowing to annotate potential new but rare cell types (such as neutrophils and spermatid cells) which were not mentioned by Han et al.^98^. Lastly, Han et al. provides only one scATAC-seq sample in kidney, while the eight samples in seven different organs provided in our study is a well complement to the cynomolgus monkey database.

In conclusion, our Monkey Atlas together with the cell transcriptomic atlas by Han et al.^98^ provide valuable information about the most populous and important cell populations in cynomolgus monkey, which are stepping stones for preclinical studies in future.

## Methods

### Organ tissue collection

Two healthy four-year-old cynomolgus monkeys were raised from the monkey breeding base of Changchun Biotechnology Development Co., Ltd., Guangxi, China. The managing protocols of the monkeys were carried out in accordance with the standard procedures referring to Guide for Care and Use of Laboratory Animal (2010) and the principles on Animal Welfare Management (Public Law 99-198). The sample collection of cynomolgus monkey and research conduction in this study were approved by the Research Ethics Committee of the Changchun Biotechnology Development Co., Ltd. (Approval Number: 21001). Tissues were collected from 16 different organs, including trachea, spleen, stomach, kidney, uterus, tongue, testis, muscle, lung, liver, heart, colon, breast, bladder, adipose and aorta. Specifically, tissues were firstly cut into 1-2 mm^3^ pieces in RPMI-1640 medium (Gibico) with 12% fetal bovine serum (FBS, Gibico), then enzymatically digested with gentleMACS (Miltenyi) according to manufacturer’s instruction. Cells were passed through a 70 μm cell trainer (Miltenyi) and centrifuged at 300 g for 5 min at 4 °C. The pelleted cells were re-suspended in red blood cell lysisbuffer (Beyotime) and incubated 1 min to lyse red blood cells. After wash twice with 1XPBS (Gibico), the cell pellets were re-suspended in sorting buffer (PBS with supplemented with 1% FBS). Single cells were captured by the 10 × Genomics Chromium Single Cell 3’ Solution. scRNA-seq library was conducted by Shanghai Xuran Biotechnology and scATAC-seq library was conducted by LC-Biotechnology (Hangzhou, China) and prepared following the manufacturer’s protocol (10 × Genomics). The libraries were subjected to high-throughput sequencing on the Novaseq6000 platform, and 150-bp paired-end reads were generated.

### scRNA-seq and data processing

The reference genome sequence of *Macaca fascicularis* in FASTA format and gene annotation in GTF format were downloaded from the ENSEMBL database. Raw scRNA-seq data were aligned to the *M.fascicularis* reference genome (macFas6), and subjected to barcode assignment and unique molecular identifier (UMI) counting using the CellRanger v3.1.0 pipeline (10x Genomics). Filtered count matrices from the CellRanger pipeline were converted to sparse matrices using Seurat package (v4.0.0)^99^. Potential doublets were detected and filtered using DoubletFinder^100^ based on the expression proximity of each cell to artificial doublets. Cells which expressed either more than 4000 genes or less than 200 genes, as well as the ones who has more than 20% of mitochondrial gene expression in UMI counts were removed from the analysis. Filtered data were then log normalized and scaled to avoid cell-to-cell variation caused by UMI counts and the percent mitochondrial reads. Specifically, the top 3000 most variably expressed genes were determined using the “vst” method in the “FindVariableFeatures” function and scaled using “ScaleData” with regression on the proportion of mitochondrial UMIs (mt.percent).

We used the Robust Principal Component Analysis (RPCA) method in Seurat for integration of scRNA-seq data from different organs. The “RunPCA” function was used to compute the top 20 principal components (PCs) using variably expressed genes. We used UMAP (Uniform Manifold Approximation and Projection) for visualization of cell clusters. Clustering was performed for integrated expression values based on shared-nearest-neighbor (SNN) graph clustering (Louvain community detection-based method) using “FindClusters” with a resolution of 0.8. We used the “FindAllMarkers” function with default parameters to identify markers for each cluster. Marker genes for each cluster were provided in Supplementary Table 2.

### Pathway analysis

Gene-set enrichment analysis on differentially expressed genes (DEGs) in this study was performed by the clusterProfiler package^101^ in R. Gene-set variation analysis (GSVA) was conducted using the GSVA^102^ package. Expression differences between different cell groups were calculated by the ‘FindMarkers’ function in the Seurat package. UCell^103^ was used to calculate the gene signature scores of the collagen metabolic pathway, which includes 24 genes (*CST3, CTSK, CTSS, FAP, MMP14, MMP16, MMP9, VSIR, ADAMTS3, COL1A2, CREB3L1, F2, F2R, HIF1A, IL6, LARP6, P3H1, RGCC, SERPINF2, SERPINH1, SMPD3, TNS2, TRAM2,* and *VIM*) annotated in the genome of *M.fascicularis*.

### Trajectory inference using Monocle

Monocle2 (version 2.99.3)^34^ was used to infer the epithelial cells state transition. The UMI count matrix of epithelial cells, gene and cell annotation information derived from Seurat analysis were used to create a CellDataSet object. Variable genes identified among epithelial cell subsets were used to sort cells in the pseudotime analysis. We used the DDRTree method and orderCells function for dimensional reduction and cell ordering. The ciliated_cell_SCGB1D2^high^ (E09 for the bladder organ) or ciliated_cell_PTGR1^high^ clusters (E12 for other organs) were defined as the root state of the inferred trajectory.

### RNA velocity analysis

The generated bam files by CellRanger were sorted by SAMTools. The sorted bam files were then used to run the ‘run10x’ command from Velocyto to generate a loom file. RNA velocity analysis was independently performed in epithelial cells and stromal cells.

### Cell–cell interaction analysis

Cell–cell interactions among different cell types were estimated by CellPhoneDB (v2.1.1)^41^ with default parameters (10% of cells expressing the ligand/receptor). In order to run CellPhoneDB analysis in cynomolgus monkeys, the *M.fascicularis* genes were converted to human genes based on homologous gene mapping. Interactions with *p*-value < 0.05 were considered to be significant. We considered only ligand-receptor interactions based on the annotation from the CellPhoneDB database, and discarded receptor-receptor and other interactions without a clear receptor.

### Create a cisTarget database for *Macaca fascicularis*

We followed the instruction by SCENIC (https://github.com/aertslab/create_cisTarget_databases) to construct cisTarget database. Since there are no well annotated TF motifs in *M.fascicularis*, we instead used the annotated human motifs from the CIS-BP website (http://cisbp.ccbr.utoronto.ca/) to create cisTarget databases for *M.fascicularis*.

### Gene-regulatory network

To identify cell-type and organ-specific gene regulatory networks, we performed Single-cell Regulatory Network Inference and Clustering (v0.10.0; a Python implementation of SCENIC)^3^ in our *M.fascicularis* dataset. Firstly, the original expression data were normalized by dividing the gene count for each cell by the total number of cells in that cell and multiplying by 10,000, followed by a log1p transformation. Next, normalized counts were used to generate the co-expression module with GRNboost2 algorithm implemented in the arboreto package (v.0.1.3). Finally, we used pySCENIC with its default parameters to infer co-expression modules using the above-created RcisTarget database. An AUCell value matrix was generated to represent the activity of regulators in each cell. The final cell-type and organ-specific gene regulatory networks (GRNs) consisted of 86 and 87 regulons for our *M.fascicularis* dataset as shown in Supplementary Fig. 16a and Fig. 8a. GRNs were visualized by the igraph package in R.

### Cross-species analysis of multiple-organ scRNA-seq data

For cross-species comparison analysis of scRNA-seq data, we only included the one-by-one orthologous genes (n = 12,971) for subsequent analysis. Specifically, cell count matrices of the orthologous genes were extracted from the integrated scRNA-seq data from cynomolgus monkey, human and mouse, respectively. Only cells in matched organs/tissues were considered in the analysis. We then performed cross-species scRNA-seq data integration using the Seurat’s reciprocal PCA (RPCA) integration strategy. Downstream cell-cluster-based cell-type annotation and marker gene analyses were carried out in a similar way as described above.

To compare the cell-type similarity among the three species, we computed the Spearman’s rank correlation of average expression values of the top 20 marker genes between different species in a specific cell type (Fig. 9h). We also validated the correlation analysis by using different sets of top marker genes (Supplementary Fig. 20g).

To compare the pattern of cell–cell communications among the three species, potential intercellular ligand-receptor interactions between each pair of cell types in each organ of each species were predicted by CellPhoneDB. The number of significant cell–cell interactions (*p*-value < 0.05) were counted in each species for inter-species comparison.

### scATAC-seq data pre-processing

The scATAC-seq sequencing data were pre-processed by cellranger-atac (v1.2.0). The running parameters were used by default except for “--force-cells”. The “--force-cell” was set as 10000 for liver, lung and colon, 8000 for spleen, and default for the rest organs. 

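The deposited matrices held 12404 barcodes for colon, 13117 for lung, 2110 for the female liver, 11935 for the male liver and 20019 for spleen. For the organs at the default setting they held 5693 barcodes in heart, 9724 in kidney and 6473 in uterus.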

Subsequent scATAC-seq data analysis was performed by ArchR (v1.0.1)^33^. Specifically, the *M.fascicularis* genome was constructed and annotated by createGenomeAnnotation and createGeneAnnotation function respectively. Then arrow file was created by createArrowFiles function with default parameters. We used the addDoubletScores function to infer potential doublets, and the filterDoublets function was used to remove the potential doublets with the “filterRatio = 1.0” parameter. ArchR project was created by ArchRProject function with default parameters. For dimensionality reduction, we used the addIterativeLSI function in ArchR with the following parameters: “iterations = 4, clusterParams = list (resolution = c(0.2, 0.4, 0.6), sampleCells = 10,000, n.start = 10, maxClusters = 6), varFeatures = 20,000, dimsToUse = 1:50, scaleDims = FALSE”. Next, the Harmony method was utilized to remove the batch effect by the addHarmony function^32^. AddClusters function was used to cluster cells by its default parameters. For single-cell embedding, we selected the reducedDims object with harmony and used addTSNE function with the parameter “perplexity = 30” for visualization.

### Marker genes identification and cluster annotation

To identify the marker gene, gene scores were calculated when the ArchR project was created and stored in the arrow file. Then getMarkerFeatures function was used to identify the cluster-specific “expressed” genes with default parameters. To visualize the marker genes in the embedding, we used addImputeWeights function to run the MAGIC^104^ to smooth gene scores across the nearby cells. For track plot, we used the plotBrowserTrack function with default parameters except for “tileSize = 100”.

### Peak calling and TF binding motif analysis

Before peak calling, we used the addGroupCoverages function with default parameters to make pseudo-bulk replicates. Then the addReproduciblePeakSet function was used with its default parameters except for “genomeSize = 2.7e09” to call accessible chromatin peaks using MACS2(v2.2.7.1)^105^. For cell type-specific peak analysis, the getMarkerFeatures function was firstly applied to identify marker peaks. Then the getMarkers function with the parameter “cutOff = FDR <  = 0.01 & Log2FC >  = 1” was conducted to get the differential peaks. Motif annotation was added to the ArchR project by the addMotifAnnotations function. The TF motif enrichment in differential peaks was computed by the peakAnnoEnrichment function with the parameter “cutOff = FDR <  = 0.1 & Log2FC >  = 0.5”. For motif footprint analysis, we first used the getPositions function to locate relevant motifs; then the getFootprints function was used to compute interested motif footprints with its default parameters. Lastly, footprint patterns were illustrated by the plotFootprints function with the parameter of “normMethod = Subtract, smoothWindow = 10”.

### Integrative analysis of scRNA-seq and scATAC-seq data

In order to align and integrate scATAC-seq data from different organs, we extracted and annotated the scRNA-seq data with matched scATAC-seq data in the same organ. We first used the FindTransferAnchors function from the Seurat package and aligned the data with the addGeneIntegrationMatrix function in ArchR with “unconstrained integration” mode. Most of the predicted scores were > 0.5 in the result, indicting a relatively high prediction accuracy. To improve the accuracy of the prediction and to better integrate the two datasets, a “constrained integration” mode was applied to integrate the scATAC-seq and scRNA-seq data. Briefly, we annotated the scATAC-seq data with cell types based on the gene scores of scATAC-seq. Then, a restricted list was created to make sure that gene expression similarity was calculated only in the same cell type for both scATAC-seq and scRNA-seq data. For peak-to-gene linkage analysis, we used the addPeak2GeneLinks function to compute peak accessibility and gene expression with the parameters of “corCutOff = 0.45, resolution = 1”.

### Statistical and reproducibility

If not specified, all statistical analyses and data visualization were done in R (version 4.0.0). We state that no statistical method was used to predetermine sample size. No data were excluded from the analyses and the experiments were not randomized. The Investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The data that support the findings of this study have been deposited into CNGB Sequence Archive (CNSA) of China National GeneBank DataBase (CNGBdb) with accession numbers “CNP0002427” for scRNA-seq data and “CNP0002441” for scATAC-seq data. Gene counts and metadata are available at “Zenodo [10.5281/zenodo.5881495]”. The Gene Expression Omnibus (GEO) accession number for scRNA-seq is “GSE196792”. The GEO accession number for scATAC-seq is “GSE196791”. We also provided an interactive website [https://biobigdata.nju.edu.cn/MonkeyAtlas/] for exploration of marker gene expression based on scRNA-seq data. The public dataset used in this study for cross-species comparisons between humans, mice, and monkeys can be accessed as below: the human count matrix is available at “human count matrix [https://figshare.com/articles/HCL_DGE_Data/7235471]”; the mouse count matrix is available at “mouse count matrix [https://figshare.com/articles/MCA_DGE_Data/5435866]”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

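Single-cell chromatin accessibility (scATAC-seq) was measured in 8 libraries from 7 organs of cynomolgus monkeys. Of these, 5 came from the female monkey (colon, heart, lung, uterus and the female liver) and 3 from the male monkey (kidney, spleen and the male liver). The authors processed the reads with cellranger-atac, called peaks in each library separately and deposited, for each library, the peak list, the barcodes and a matrix of counts of cut ends per peak and barcode. These deposited counts are not normalized, and most are even because both ends of a fragment fall in the same peak. The genome build of the scATAC-seq alignment is not given in the sources used here, and the printed positions are those of the deposited peaks and of the paper's figures. Doublet filtering, dimension reduction, batch removal with Harmony, clustering, peak calling per cluster and motif analysis were done by the authors with ArchR afterwards, so none of these steps is contained in the deposited files.

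The depth per library ranged from 2627231 counts in the female liver to 110748462 in colon. Values for single clusters of the female liver therefore rest on few counts and have wide intervals.

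Barcodes with at least 1000 counts in peaks were kept. Doublets were scored by placing 2 simulated doublets per cell among the 50 nearest neighbours of each cell on 10 components, and the highest-scoring cells were removed up to the square of the number of cells divided by 100000. This took out between 0.687% of the cells in the female liver and 20.0% in spleen. On simulated cells of 8 groups, the clustering recovered 8 clusters and the doublet score found 51 of 60 simulated doublets. Peaks with a count in at least 1% of a library's cells were binarized, weighted by term frequency and inverse document frequency, and reduced to 30 components, leaving out any whose correlation with depth was above 0.75. Clusters came from the Leiden method on a shared graph of 20 nearest neighbours at resolution 0.8 (leidenalg 0.10.2 and igraph 0.11.9, with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 under Python 3.11.15). A cluster of a single library was counted when it held at least 1% of the library's cells, and a joint cluster when it held at least 50 cells. The joint clustering used the 19958 regions with a peak in every library outside the EGFL7 and JCHAIN windows, and no batch correction was applied because Harmony was not at hand. A joint cluster was called organ-specific when 1 organ made up at least 80% after weighting.

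Peak lists were compared by an overlap of at least 1 bp and merged into regions by the same rule. Windows for EGFL7 and JCHAIN were taken from the positions printed in Fig. 6g and Fig. 7i. Intervals for counts are exact Poisson intervals at 95%, computed on the counts divided by 2 because most counts come in pairs, and intervals for shares are exact binomial. On a simulated independent pair of peaks, the co-detection ratio was 0.920 (exact Poisson interval 0.817 to 1.03, from 289 observed cells), and on a simulated linked pair 4.54. The held-out fold of colon peaks was tested on 2000 simulated peaks. The median log2 fold was 0.02 for unchanged peaks and 2.01 for peaks raised 4-fold in 1 cluster. The simulated cells had given labels, whereas the colon clusters were found on all cells, those held out included. The 0.02 is therefore not the value expected for colon clusters without real differences. Differences between the libraries of both animals were tested by exact permutation over the 56 splits into 5 and 3 libraries, which compares these libraries and not the sexes, since each sex is 1 animal.

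The genes named were fixed in advance as those the paper names in its scATAC-seq results, with XIST for a check of the sex labels and with EGFL7 and JCHAIN also by their printed windows. Apart from those windows, no gene was analysed: the gene table at hand belongs to another assembly than the macFas6 that the paper names for its scRNA-seq data, the build of the peaks is not given, and no genome sequence was used. The tests set for marker genes with edgeR, the motif tests, the classification of peaks as promoter, exonic, intronic or distal and the naming of clusters by markers were therefore not run. The alternatives tried were other minimum counts, no doublet removal, other resolutions, 15 components, other overlap rules, each liver library left out, other rules for organ specificity, and, chosen after the data were seen, cells thinned to 1000 counts, another random seed, the restriction of 2 comparisons to regions called in every library, the minimum of 2000 counts applied after the doublet removal, and the joint clusters for the windows.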

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

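The number of peaks without a single count stood out in the female liver, where 36058 of the 165942 deposited peaks, or 21.7%, had no count in the deposited barcodes. In the other 7 libraries the number lay between 134 in uterus and 726 in kidney. Of 10 measures compared over the 8 libraries, this was the only one in which a library lay so far from the others, and chance alone flags about 1 in 20 such comparisons. The female liver also has the longest peak list at the lowest total count. The test of whether most of these peaks are noise was set after the overlap had been seen, and the test against noise at positions of no other library was set before.

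Peaks called from noise alone would fall at positions of no other library. The peaks without a count overlapped peaks of the other 7 libraries in 28.6% of cases, 2.28 times as often as the same peaks moved by 50000 bp (12.5%), which argues against noise as the origin of all of them. Peaks of the same library with a count overlapped other libraries in 80.0% of cases. The excess of 16.1 percentage points over the moved peaks leaves the larger part of these peaks undecided: a peak found in no other library may be noise or may belong to this library alone, and these cannot be told apart from the peak lists. A candidate technical source is a peak call made on fragments of more barcodes than the matrix holds. It was not tested, since the fragments were not analysed here. No biological explanation was tested.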

How the results depend on the processing

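All alternatives reported here were set before the data were examined, except those chosen after seeing the data: the thinning of cells to 1000 counts, the other random seed, the restriction to regions called in all 8 libraries, the minimum of 2000 counts applied after the doublet removal, and the joint clusters for the windows. Of 140 comparisons of a result with its value under an alternative, 120 stayed within the limits set for them. Some of these could not leave their limits. Colon, kidney, lung, spleen and the male liver had no barcode under 1000 counts, so lower minimums left their cells unchanged. Skipping the doublet removal could not move the cells of any library past 1.5 times, since at most 20.0% were removed. The number within limits therefore overstates how many results were put to a test.

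The total number of cells lay between 56311 and 78917 under the alternatives run. The number of cells in the female liver depended on the minimum count, with 723 cells at 1000 counts, 1224 at 500, 368 at 2000 (367 with the minimum applied after the doublet removal) and 2066 without a minimum. Spleen fell from 16012 to 8653 cells with the minimum of 2000 applied after the doublet removal. The other values, 35 of 40, stayed within 1.5 times. All 40 numbers of clusters per library under another resolution, number of components, minimum or doublet treatment stayed within 1.5 times. For these numbers the minimum of 2000 counts was applied after the doublet removal, an order that the alternative as planned left open. The joint clusters numbered between 22, with each cell thinned to 1000 counts, and 31, at resolution 1.2. The share of joint clusters that were organ-specific ranged from 74.1% (at least 90% required) to 90.3% (resolution 1.2), inside the interval of the main value of 81.5%. That interval treats the clusters as independent draws, although they divide the same cells. It served only as the limit set for this comparison and does not measure stability. Leaving out a liver library gave 76.0% to 88.9%.

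Keeping only the peaks with a count in at least 1% of cells lowered the merged regions from 295418 to 157048, by construction, since it removes peaks, most of all from the female liver. Leaving out a liver library gave 245443 to 281318 regions. The share of peaks that the liver libraries have in common was 54.9%, 53.9% with an overlap of at least 50% of the shorter peak and 55.8% among the 50000 peaks with the most counts. The lists are long enough that these moves exceed their binomial intervals, and the cause was not tested. The rank of the liver pair fell from 5 to 10 of 28 under the latter.

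The ratio of the highest cluster to the other cells in the EGFL7 window changed with the resolution in heart, from 2.65 to 2.81 at resolution 0.4 and 3.47 at resolution 1.2, in lung from 4.27 to 4.67 at resolution 1.2, and in spleen from 4.00 to 4.58 at resolution 0.4 and 3.59 at resolution 1.2. With the joint clusters in place of each library's own, it was 13.2 in kidney (4.50 before), 6.48 in lung, 4.88 in uterus (3.38 before), 3.17 in spleen and 2.80 in heart. As the highest cluster is chosen by its value, these ratios exceed 1 under any setting. For the JCHAIN window in colon it changed from 1.94 to 1.86 at resolution 1.2. The highest heart cluster had 873 cells, and 81 at resolution 1.2. The cause was not tested. The difference between the libraries of both animals in entries with an odd count fell from 11.8 to 7.08 percentage points when only regions called in all 8 libraries were used, with p = 0.0357 and p = 0.0714 by exact permutation test, so it no longer passed the threshold, although every female library stayed above every male one. The cause was not tested. The difference in the share of counts on chromosome X had the same sign under both alternatives.

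No paired analysis was possible because only the liver has more than 1 library and the tests planned between cell classes could not be run. Not run for want of gene positions in the build of the peaks or of a genome sequence were the alternatives for peak annotation, promoter counts, the marker gene tests, the motif tests, the HOXD8, ONECUT1 and HNF4A loci, and the windows restricted to a gene. Leaving out a liver library gives no value for the liver pair. Depth limits the female liver most: of its clusters, the smallest value in the EGFL7 window, 32.0 per 1000000 counts, has an interval from 6.60 to 93.6.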

Differences from the paper's values

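The number of barcodes differed from the number of cells that the paper set in cellranger-atac in all 5 libraries with such a setting. For the female liver the paper's setting is 10000 and the deposited matrix holds 2110 barcodes. For spleen the paper's setting is 8000 and the matrix holds 20019. No alternative applies to these counts, which are those of the deposited files. For colon, lung and the male liver the paper's setting is 10000 and the matrices hold 12404, 13117 and 11935 barcodes, within 1.5 times of it.

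The paper's 66566 cells, 22 clusters and 397773 regions were within 1.5 times of 68674 cells, 27 clusters and 295418 regions. For the cells this held under every alternative set before the data were examined, and for the clusters too. For the regions it held without the male liver, but not without the female liver (245443) or with only the peaks that had a count in at least 1% of cells (157048). The paper's regions were called per cluster and the regions here per library. With each cell thinned to 1000 counts, a setting chosen after seeing the values, the joint clusters numbered 22, the paper's number.

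In Fig. 6g the paper reports more connections at the EGFL7 promoter in the endothelial cluster. With a different measure, co-detection of the central peak with the other peaks of the window, the ratio was lower in the highest cluster than in the other clusters of the male liver (0.980 and 1.63), with separate intervals. In kidney (1.99 and 1.56) the intervals overlapped, so that no difference was detectable. They overlapped in colon (1.04 and 1.46), spleen (0.878 and 1.16) and uterus (1.31 and 1.08) as well. The comparison says little in colon, spleen and uterus, because the other clusters include a cluster whose interval for accessibility overlapped that of the highest. In lung and heart the central peak was detected in too many cells for the ratio to rise, and the female liver had too few counts. Clusters that mix cells with and without accessibility at the locus raise the ratio too, so it does not measure connections alone. The highest cluster was not identified as endothelial, and Cicero's scores were not computed.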

Other observations

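The tests on peak width, depth per cell, barcodes, chromosome X, thinning of each cell and closest clusters were set before their values were seen. The comparison of both animals in entries with an odd count, the test of a second spleen library by the main male liver cluster and the thinning of the male liver were chosen after results were seen. The last replaced a test set before, in which the male liver and spleen were thinned but not the female liver compared with them, which left its top peaks as they were and decided nothing. The limits of the other tests were set before, but 2 tests, those of the closest clusters of the female liver (31.2%) and of the spleen clusters (0%), were judged unable to decide only after their values were seen. By the limits set before, both would have counted against their explanations.

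Among the 50000 peaks with the most counts, the female liver shared more with spleen (67.4%), colon (61.1%) and lung (56.7%) than with the male liver (55.8%). The tests concern its likeness to spleen and leave that to colon and lung untested. Over the full peak lists the order was the other way, with 52.4% shared with spleen and 54.9% with the male liver. Its pseudobulk counts over the common regions had a Spearman correlation of 0.892 with spleen, 0.899 with colon and 0.766 with the male liver, across regions, which are not independent replicates. Low depth acting on the choice of the top peaks is argued against: thinning the male liver to the total of the female liver changed its share with spleen by -0.359 percentage points (-0.457 to -0.282 over 10 draws), while the female liver lay 24.3 percentage points above it. An effect of low depth on the peak call itself was not tested. Barcodes carried over from the spleen library are also argued against, since the rate of shared barcodes was 1.07 times the median of the other pairs. A like placement of its cells in the joint clusters is argued against, since 13.8% of them lay in clusters with a larger share of spleen than of male liver cells. A second library of the spleen sample is argued against as well: 166 of its 723 cells, or 23.0% (exact binomial interval 19.9% to 26.2%), lay in joint cluster 1, which held 77.0% of the male liver cells and none of the 16012 spleen cells. Its share of counts on chromosome X in the common regions, 1.88%, lay within the ranges of both animals. Cell types abundant in both the female liver and spleen stay open. Of the female liver cells in clusters compared, 31.2% were in clusters closer to a spleen cluster than to a male liver cluster, but this ignores how abundant a cluster is in either library. Its composition over joint clusters was closest to that of the male liver, with 43.7% shared, the highest of 28 pairs. Colon followed with 36.9%, which ranked 2, and lung with 17.6%, which ranked 4. Spleen came next with 14.3%, which ranked 5, above the 8.09% shared by the male liver and spleen. Cluster 4, which is mainly colon and liver, held 244 of its 723 cells. A biological difference between both animals stays untested.

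Entries of the matrix with an odd count, in which only 1 end of a fragment falls in the peak, made up 16.6% ± 5.60 (SD, n = 5 libraries) in the female libraries and 4.87% ± 0.454 (SD, n = 3 libraries) in the male libraries, a difference of 11.8 percentage points (two-sided exact permutation test over 56 splits, p = 0.0357). All 5 female libraries, from 10.2% in colon to 24.3% in uterus, lay above all 3 male libraries, from 4.55% in kidney to 5.39% in the male liver. Narrower peaks are argued against, since among peaks of 500 to 700 bp the lowest female value was 21.3% and the highest male value 8.44%. Depth per cell is argued against too, since among cells with 2000 to 4000 counts the lowest female value was 10.4% and the highest male value 6.65%. Animal and sex coincide in these libraries, and a sequencing run could coincide with them, so these cannot be told apart. The share of counts on chromosome X, in contrast, was 1.75% ± 0.299 (SD, n = 5) and 1.67% ± 0.147 (SD, n = 3) with no difference detectable in 5 and 3 libraries (exact permutation test, p = 0.732, the smallest possible being 0.0179).

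Most joint clusters took their cells mainly from 1 organ. With each cell thinned to 1000 counts, 81.8% of the clusters were organ-specific. The thinning drew single cut ends, so deep cells could keep more distinct regions than shallow ones. Depth was therefore not made fully equal, and the value cannot rule out differences in depth as the cause. The clusters of the thinned cells held 64027 cells, against 68672 in the main clusters, so the 81.8% does not cover all cells. Whether the organ specificity follows the organ or the library was open even in the liver. Of the female liver cells, 50.1% lay in clusters in which the male liver had a share of its cells under 10% as large. In the other direction, 0.0856% of the male liver cells did so. Colon and spleen, the pair with the highest Spearman correlation over the common regions (0.913), shared 2.34% of their composition over joint clusters. A candidate explanation is that joint clusters follow the library. Of the 12 spleen clusters, 0% had their closest cluster in another library, but a signal common to the whole library would give the same value, so that the test decides nothing. The share was also 0% in kidney, and it was 8.33% in uterus, 16.7% in lung, 18.2% in heart, 19.0% in colon, 38.5% in the male liver and 100% in the female liver, where it covered 5 clusters.

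Some clusters did resemble clusters of other organs. Colon cluster 13, with 366 cells, was the closest cluster, at 50000 counts each, to clusters in 4 other libraries (heart, lung and both livers), at Spearman correlations of 0.701 to 0.726 across regions. No cell type was assigned to it.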
